# Genetic disruption of the circadian gene *Bmal1* in the intestinal epithelium reduces colonic inflammation

**DOI:** 10.1038/s44319-025-00464-y

**Published:** 2025-04-30

**Authors:** Shan Hua, Ze Zhang, Zhe Zhang, Liansheng Liu, Shicheng Yu, Yanhui Xiao, Yuan Liu, Siting Wei, Ying Xu, Ye-Guang Chen

**Keywords:** Circadian Rhythm, Bmal1, Intestinal Homeostasis, Colitis, Chromatin, Transcription & Genomics, Immunology, Molecular Biology of Disease

## Abstract

Disruption of the circadian clock is associated with the development of inflammatory bowel disease (IBD), but the underlying mechanisms remain unclear. Here, we observe that mice in the early active phase (Zeitgeber time 12, ZT12) of the circadian clock are more tolerant to dextran sodium sulfate (DSS)-induced colitis, compared to those in the early resting phase (ZT0). The expression of the circadian gene *Bmal1* peaks in the early resting phase and declines in the early active phase. *Bmal1* knockout in the intestinal epithelium reduces DSS-induced inflammatory symptoms. Mechanistically, BMAL1 promotes apoptosis by binding to apoptosis-related genes, including *Bax, p53,* and *Bak1*, and promotes their expression. Intriguingly, we observe circadian apoptotic rhythms in the homeostatic intestinal epithelium, while *Bmal1* deletion reduces cell apoptosis. Consistently, reducing *Bmal1* expression by the REV-ERBα agonist SR9009 has the best therapeutic efficacy against DSS-induced colitis at ZT0. Collectively, our data demonstrate that the *Bmal1*-centered circadian clock is involved in intestinal injury repair.

## Synopsis

Disruption of the circadian clock is associated with the development of inflammatory bowel disease. Mice in the active phase are more resistant to DSS-induced colitis, while the circadian regulator BMAL1 activates apoptotic genes to promote colitis.

- *Bmal1* deficiency in the intestinal epithelium reduces DSS-induced colitis symptoms.
- Apoptosis shows a *Bmal1*-dependent circadian rhythm pattern in the intestinal epithelium
- Inhibition of *Bmal1* expression at ZT0 has the best efficacy in DSS-induced colitis.
- Targeting BMAL1 may be a promising approach to treat inflammation-related gastrointestinal tract diseases.

## Abstract (web summary)

Disruption of the circadian clock is associated with the development of inflammatory bowel disease. Mice in the active phase are more resistant to DSS-induced colitis, while the circadian regulator BMAL1 activates apoptotic genes to promote colitis.

## Introduction

Circadian rhythms, a nearly ubiquitous feature of eukaryotic life, is intrinsic approximately 24-h cyclic oscillations of biochemical, physiological, and behavioral functions in organisms (Sancar et al, 2015). In mammals, the central pacemaker situated in the suprachiasmatic nucleus (SCN) of the brain serves as the coordinator to align the clocks distributed among other brain regions and peripheral tissues (Mohawk et al, 2012). The mammalian circadian rhythm is composed of time-delayed transcription-translation feedback loops (TTFL) at the molecular level (Hastings et al, 2003; Partch et al, 2014; Patke et al, 2020; Reppert and Weaver, 2002). The transcription factors BMAL1 and CLOCK form the activation arm, and the cryptochromes (CRY1 and CRY2) and PERs (PER1, PER2, and possibly PER3) form the repression arm of this TTFL (Ye et al, 2014). The transcription factors BMAL1 and CLOCK form a heterodimer that promotes the transcription of clock control genes (CCGs) including PERs and CRYs (Shearman et al, 2000). Once PERs and CRYs are accumulated, they in turn repress the transcriptional activity of the BMAL1/CLOCK complex and thus reduce the expression of CCGs (King and Takahashi, 2000). This intricate, time-delayed feedback mechanism results in a roughly 24-h oscillation in gene expression, encompassing 43% of protein-coding genes (Zhang et al, 2014). The circadian regulation of hormonal, inflammatory, and metabolic processes is crucial for maintaining mammalian organic health (Bass and Lazar, 2016; Janich et al, 2014). Disturbance of circadian rhythms has been associated with various diseases, including cancers and metabolic disorders (Kettner et al, 2016; Papagiannakopoulos et al, 2016).

The intestine plays critical roles in food digestion, nutrient absorption, waste elimination, and defense against foreign pathogens (Clevers, 2013; Qi and Chen, 2015; Wang and Chen, 2018; Zhu et al, 2021). Disruption of its homeostasis is frequently associated with the onset of intestinal diseases, including inflammatory bowel disease (IBD), irritable bowel syndrome, and colorectal cancer (Yang et al, 2025). IBD, including Crohn’s disease (CD) and ulcerative colitis (UC), represents a chronic, recurrent inflammatory condition in the gastrointestinal tract, characterized by persistent pain, diarrhea, and bloody stools (Kaser et al, 2010; McGuckin et al, 2009). Although the existing etiology of UC is largely uncertain, hyperactivation of the mucosal immune system and the subsequent production of pathologic cytokines were shown to contribute to this disease (Baumgart and Carding, 2007; Engel and Neurath, 2010; Salim and Soderholm, 2011). Circadian rhythm disruption may serve as a predisposing factor for the exacerbation of IBD (Swanson et al, 2011). Shift workers, whose circadian rhythms are disrupted, have been shown to have a higher incidence of IBD (Sonnenberg, 1990). Furthermore, the disruption of the circadian clock by sleep disturbance increases the risk of IBD (Ananthakrishnan et al, 2014) and disease severity in patients (Graff et al, 2011; Keefer et al, 2006). However, the underlying mechanisms that circadian rhythm regulates the progression of IBD remain largely elusive.

*Bmal1* is a core circadian gene and functions as a transcriptional activator, and its deletion leads to disrupted expression of other circadian genes (e.g., *Clock*, *Per1*, *Cry1*) and dysregulation of the rhythm in mice (Yu et al, 2021). *Bmal1*-deleted macrophages alter the cytoskeletal structure and enhance overall phagocytic function (Kitchen et al, 2020). *Bmal1* also regulates mitochondrial autophagy in cardiomyocytes and affects the level of oxidative phosphorylation by inducing the expression of the mitochondrial autophagy gene *Bnip3* (Li et al, 2020). In the intestinal epithelium, *Bmal1* promotes dietary fat absorption by activating *Dgat2* expression through direct binding to its promoter (Yu et al, 2021). Additionally, *Bmal1* participates in the development of colon cancer by regulating Wnt and Hippo signaling pathways (Chun et al, 2022; Stokes et al, 2021). Despite these, its precise role in intestinal inflammation remains elusive.

To investigate the functional relevance of the intestinal clock in intestinal inflammation, we generated intestinal epithelium-specific *Bmal1* knockout mice and examined its effect on dextran sodium sulfate (DSS)-induced colitis. We found that mice in the active phase were more resistant to DSS-induced colitis. *Bmal1-*deletion rendered intestinal epithelium more tolerant to DSS-induced acute colitis and reduced cell death. RNA-seq and CUT&Tag-seq analyses revealed that *Bmal1* transcriptionally activated the expression of apoptosis-related genes, such as *p53*, *Bax,* and *Bak1*. Surprisingly, we found that cell apoptosis also exhibited a circadian rhythm in homeostatic intestinal epithelium. Moreover, reducing *Bmal1* expression by SR9009 at ZT0 had the best efficacy in alleviating DSS-induced colitis. Analysis of public datasets of human patients with inflammatory bowel disease (IBD) showed that BMAL1 was downregulated in IBD patients, suggesting a correlation between BMAL1 and IBD. Overall, our study highlights the pivotal role of the circadian gene *Bmal1* in the regulation of colitis and provides a potential drug target for colitis treatment.

## Results

### Mice in the active circadian phase are more resistant to DSS-induced colitis

Circadian rhythms are intrinsically approximate 24-h cyclic oscillations. To evaluate the effect of the circadian clock on intestinal inflammation, we generated a mouse model of acute colitis in the active (zeitgeber time [ZT]12 ~ ZT24) or resting (ZT0 ~ ZT12) periods. Wild-type mice were treated with DSS by gavage at the early resting time-point (ZT0) and the early active time-point (ZT12) for five consecutive days, respectively (Fig. 1A). We observed that compared to mice treated with DSS at the early active time-point, mice with DSS treatment at the early resting time displayed a more severe colitis, as evidenced by increased body weight loss (Fig. 1B), higher clinical disease activity index (DAI) scores (Fig. 1C), more severe disruption of colonic mucosal barrier, and higher histological scores (Fig. 1D). These results suggest that mice in the active phase are more resistant to DSS-induced gut colitis.

**Figure 1:**
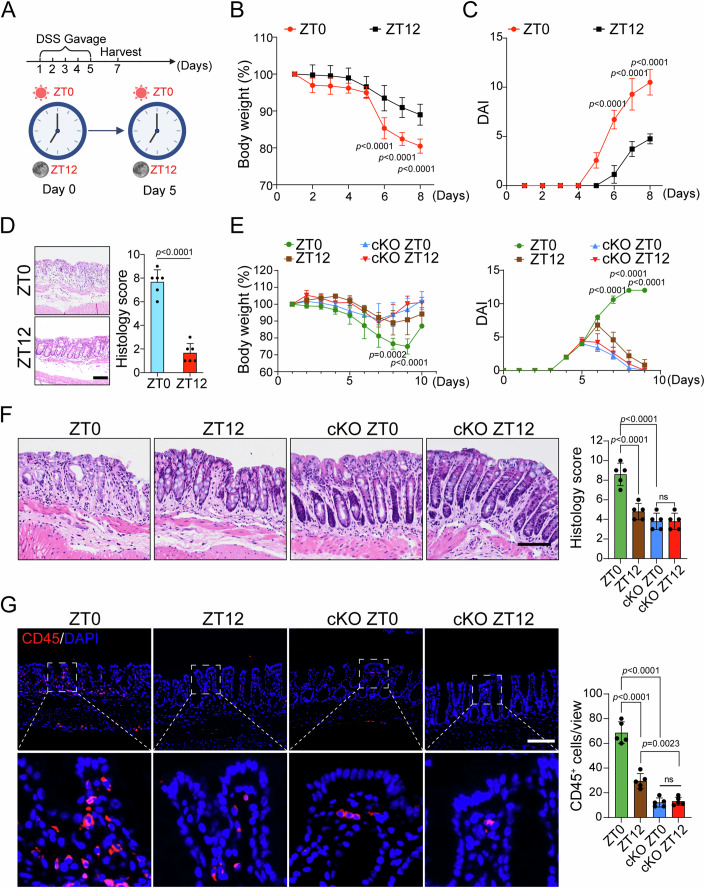
Mice in the active phase are resistant to DSS-induced colitis. (**A**) DSS gavage treatment to induce colitis in control mice and *Villin-CreERT2; Bmal1*^*fl/fl*^ mice (*Bmal1* cKO mice) during early resting (ZT0) and early active (ZT12) periods, respectively. (**B**, **C**) Body weight change and disease active index (DAI) scores of control mice after DSS gavage treatment at ZT0 or ZT12. *n* = 7 mice for each group. (**D**) Representative H&E stanning images of the distal colon sections, and histological scores were obtained for control mice after DSS gavage treatment at ZT0 or ZT12. *n* = 6 mice for each group at each time point. Scale bar: 100 µm. (**E**) Body weight change (left) and DAI scores (right) of control mice and *Bmal1* cKO mice after DSS gavage treatment at ZT0 or ZT12. *n* = 5 mice for each group. (**F**) Representative H&E stanning images of the distal colon sections, and histological scores were obtained for control mice and *Bmal1* cKO mice after DSS gavage treatment at ZT0 or ZT12. *n* = 5 mice for each group at each time point. Scale bar: 100 µm. (**G**) IF staining for CD45 (left) and quantification of CD45^+^ cells (right) in the distal colon sections from control mice and *Bmal1* cKO mice after DSS gavage treatment at ZT0 or ZT12. *n* = 5 mice for each group at each time point. Scale bar: 100 µm. Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**D**), one-way ANOVA with Tukey’s multiple comparisons test (**F**, **G**) and two-way ANOVA with Tukey’s multiple comparisons test (**B**, **C**, **E**). The exact *P* values are displayed.

### *Bmal1* deficiency in the intestinal epithelium reduces DSS-induced colitis

To investigate the mechanism of how mice in the active phase are resistant to colitis, we assessed the expression pattern of the core circadian genes (*Bmal1*, *Clock*, *Per1*, *Per2*, and *Per3*) in control colonic crypts and found that most those genes exhibited an oscillatory expression pattern throughout the day (Fig. EV1A). Notably, *Bmal1* displayed its peak expression at the early resting time-point (ZT0) and reached its minimum at the early active time-point (ZT12), indicating that the dynamic expression of *Bmal1* might be involved in the resistance to colitis in the active phase.

**Figure EV1:**
Dynamic expression of circadian clock genes in the colonic epithelium. (**A**) RT-qPCR analysis of mRNA levels of circadian genes in the colonic crypts of control and *Bmal1* cKO mice. The colonic epithelia were collected at 3-h intervals over a 24-h period in a day. n = 3 mice for each group. Shaded areas represent mice in the dark. (**B**) After consecutive daily tamoxifen injection for 5 days to induce specific knockout of *Bma1* in the mouse intestinal crypts, tissues were harvested 7 days later for immunoblotting to examine BMAL1 and GAPDH protein levels. (**C**) Immunohistochemical analysis of BMAL1 in intestine sections from control and *Bmal1* cKO mice. Scale bar: 100 µm. Data information: Data are presented as mean ± SD. The rhythmicity of the oscillating pattern was measured by the JTK cycle through the MetaCycle R package. With the settings of Period = 24 h and adj.*p* < 0.05, expression patterns were then defined as rhythmic.

We then investigated the role of *Bmal1* in colitis by generating inducible intestinal epithelium-specific *Bmal1* knockout (cKO) mice (*Villin-CreERT2;Bmal1*^*fl/fl*^*)*, by intraperitoneal injection of tamoxifen for five consecutive days. *Bmal1* expression in intestinal epithelium was totally abolished in the knockout mice, which is confirmed by immunoblot analysis and immunohistochemistry (Fig. EV1A–C). Interestingly, other circadian genes (*Per1* and *Per2*) lost their oscillatory expression upon *Bmal1* depletion (Fig. EV1A), indicating a core role of *Bmal1* in modulating circadian rhythms in the intestinal epithelium. However, H&E (hematoxylin and eosin) staining showed that *Bmal1* depletion didn’t disrupt intestinal barrier structure (Fig. EV2A). Interestingly, the villus length of the proximal small intestine and the crypt length of the distal large intestine were increased in *Bmal1* cKO mice (Fig. EV2B). We then assessed whether *Bmal1* deletion affected the cell composition. Immunofluorescence staining showed no significant alterations in the distribution and quantity of KI67^+^ proliferating cells, OLFM4^+^ stem cells, LYZ^+^ Paneth cells, goblet cells, and CHGA^+^ enteroendocrine cells (Fig. EV2C–G). These results suggest that *Bmal1* deficiency has no effect on the self-renewal and differentiation of intestinal epithelial cells.

**Figure EV2:**
Ablation of *Bmal1* in the colonic epithelium does not affect the renewal and differentiation of colonic epithelial cells. (**A**) Histological images of the small intestine (SI) and large intestine (LI) from control and *Bmal1* cKO mice. Scale bar: 100 µm. (**B**) Histological images and quantification of villus length (top, left) and crypt length of the proximal small intestine (top, right) and distal large intestine (bottom) from control and *Bmal1* cKO mice. n = 6 mice for each group. Scale bar: 100 µm. (**C**) Immunofluorescence staining (left) of KI67^+^ TA cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of KI67^+^ TA cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice. Epithelial cells were stained by E-cadherin. n = 6 mice for each group. Scale bar: 100 µm. (**D**, **E**) IF staining for OLFM4^+^ ISCs and LYZ^+^ Paneth cells (left) and quantification results of OLFM4^+^ and LYZ^+^ cells (right) in the small intestinal from control and *Bmal1* cKO mice. n = 6 mice for each group. Scale bar: 100 µm. (**F**) Alcain blue staining of goblet cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of goblet cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice. n = 6 mice for each group. Scale bar: 100 µm. (**G**) IF staining (left) of CHGA^+^ enteroendocrine cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of CHGA^+^ cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice. Epithelial cells were stained by E-cadherin. n = 6 mice for each group. Scale bar: 100 µm. Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**B**–**G**). The exact *P* values are displayed. ns, no significance. Source data are available online for this figure.

To investigate the role of *Bmal1* in intestinal inflammation, both control and *Bmal1* cKO mice were treated with DSS at ZT0 or ZT12, respectively (Fig. 1A). Surprisingly, different from control mice, *Bmal1* cKO mice developed less severity of colitis even treated with DSS at the resting time ZT0 (Fig. 1E–G). These mice showed no significant differences in body weight loss, DAI scores, and histological scores, compared with the animals (control or *Bmal1* cKO) treated at the active phase (Fig. 1E,F). Immunofluorescence staining of CD45^+^ immune cells showed reduced immune cell infiltration in *Bmal1* cKO mice compared to the control mice, no matter in ZT0-treated mice or ZT12-treated mice (Fig. 1G). These results suggest that *Bmal1* deficiency renders mice resistant to DSS-induced colitis.

To better assess the role of *Bmal1* in intestinal inflammation, we introduced the experimental colitis in control or *Bmal1-*cKO mice through unrestricted access to 3% DSS solution (Fig. 2A). Consistently, we observed a much milder colitis phenotype in cKO mice, characterized by significantly lower decrease in body weight, longer colon length, larger cecum volume and smaller DAI scores, compared to the control group (Fig. 2B–D). Histological analysis also revealed that the colonic mucosal barrier in cKO mice retained a more intact structure and exhibited lower histological scores (Fig. 2E). Furthermore, increased expression of the stem cell marker *Lgr5* and proliferative marker gene *Ki67* was also observed in *Bmal1-*depleted colonic crypts (Fig. 2F). Moreover, immunofluorescence staining of KI67^+^ proliferating cells and Alcian blue staining of goblet cells showed an increase in *Bmal1*-defficency colonic epithelium (Fig. 2G,H), indicating that a functional integrity of the intestinal epithelium was reserved in *Bmal1*-cKO mice.

**Figure 2:**
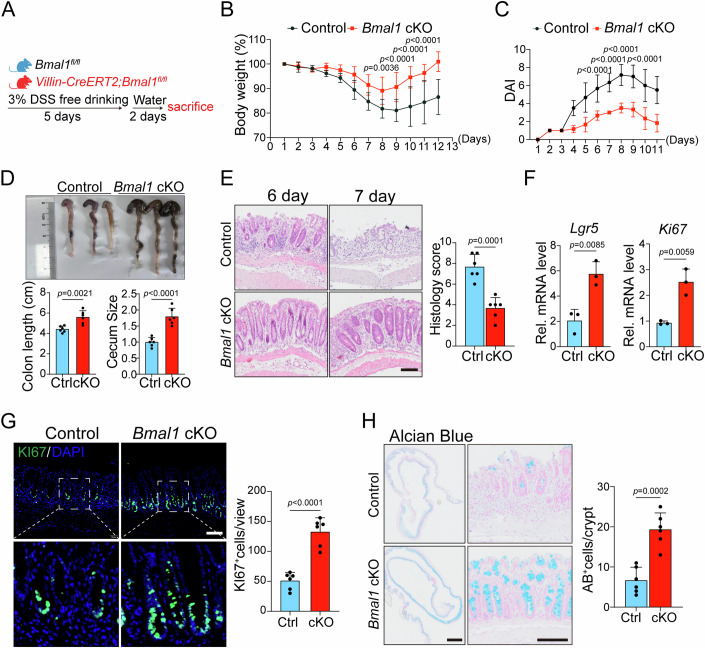
*Bmal1* deficiency in the intestinal epithelium attenuates DSS-induced colitis. (**A**) Schematic diagram showing the DSS-induced colitis model in control and *Bmal1* cKO mice. (**B**) Body weight change of control and *Bmal1* cKO mice after DSS free drinking treatment, with 7 mice for each group at each time point. *n* = 7/8 mice for each group. (**C**) DAI scores of control and *Bmal1* cKO mice after DSS free drinking treatment. *n* = 6 mice for each group. (**D**) Colon length and cecum size of control and *Bmal1* cKO mice were assessed after 3% DSS drinking for 5 days, followed by a switch to normal water drinking for 2 days. *n* = 6 mice for each group. (**E**) Representative H&E stanning images of the distal colon sections, and histological scores were obtained for control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 6 mice for each group. Scale bar: 100 µm. (**F**) RT-qPCR analysis for the mRNA expression of *Lgr5* and *Ki67* in the colonic crypts of control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 3 mice for each group. (**G**) IF stanning (left) and quantification (right) of KI67^+^ TA cells in the colonic epithelium from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 6 mice for each group. Scale bar: 100 µm. (**H**) Alcian blue (AB) stanning (left) of goblet cells quantification (right) of AB^+^ cells from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 6 mice for each group. Scale bar: 2 mm (left); 100 µm (right). Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**D**–**H**) and two-way ANOVA with Tukey’s multiple comparisons test (**B**, **C**). The exact *P* values are displayed.

### *Bmal1* transcriptionally activates apoptotic genes in DSS-induced colitis

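Bulk RNA sequencing was available for 2 control mice and 2 *Bmal1* cKO mice. Dextran sulfate sodium (DSS) is a polysaccharide that injures the colonic epithelium when it is dissolved in the drinking water. The mice drank 3% DSS for 5 days and then water for 2 days, and colonic epithelial cells were taken on day 7. The authors aligned the reads to GRCm38 with STAR, normalized the gene counts with DESeq2 and deposited the normalized counts of each mouse for 16015 genes, the lowest with a mean of 3.39. A normalized count is the number of reads on a gene divided by the size factor of its library. In each library 100% of the deposited values were whole multiples of the value of 1 read, which gave back the reads themselves. The reads on the listed genes numbered 13792634 in control mouse 1, 14156639 in control mouse 2, 13331145 in *Bmal1* cKO mouse 1 and 10312791 in *Bmal1* cKO mouse 2. These totals leave out any gene that is not listed. The normalized counts were taken to log2(value + 1), which understates the change of genes with few reads, and the 13983 genes with a mean normalized count of at least 10 were compared between the groups with limma and Benjamini-Hochberg adjustment, two-sided. The mice of one group differed by more than the sampling noise of the reads, with a chi-square per gene of 40.9 between the control mice and 10.1 between the *Bmal1* cKO mice.

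The targeted gene *Bmal1*, listed as *Arntl* (chromosome 7 of GRCm38, 113207465 to 113314126), had 358 and 342 normalized counts in the control mice and 341 and 289 in the *Bmal1* cKO mice. Its log2 fold change was -0.16 (standard error 0.14, adjusted p = 0.389 from limma). Over 13 alternative ways of processing it lay between -0.40 and -0.06, with adjusted p between 0.0771 and 0.747. Both *Bmal1* cKO libraries were below both control libraries, but the difference was small and did not pass the test, and every direction given for these libraries is that of the libraries labelled *Bmal1* cKO against the libraries labelled control. The values are sums over whole genes and do not show from which exons the reads came.

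The log2 fold change also followed the GC content of the gene. Across the 13975 tested genes with a known GC content, Spearman's rho was -0.61 between log2 fold change and GC content and 0.19 between log2 fold change and exon length. Genes are not independent replicates, so these values only describe the libraries. The median log2 fold change was 1.13 in the lowest of 10 equal classes of GC content (25.6% to 41.2%) and -1.35 in the highest (57.6% to 74.2%). Between the 2 control mice rho was -0.01, and between the 2 *Bmal1* cKO mice it was 0.12. A loess correction of each library for GC content and length was therefore tried beside the uncorrected values.

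**Figure D1:**
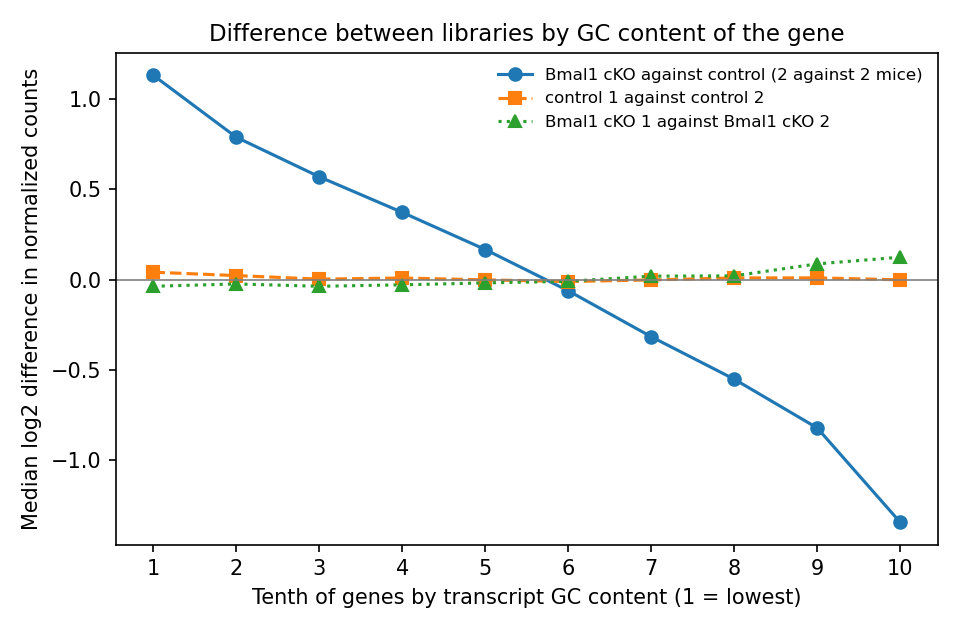
The x axis gives 10 equal classes of the tested genes ordered by GC content, and the y axis the median log2 difference in normalized counts within each class. Circles are the *Bmal1* cKO libraries against the control libraries and fall from 1.13 to -1.35, whereas squares (control mouse 1 against 2) and triangles (*Bmal1* cKO mouse 1 against 2) stay between -0.04 and 0.12.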

To further reveal the underlying mechanism by which *Bmal1* governs the progression of colitis, we performed bulk RNA sequencing in colonic epithelial cells isolated from control and *Bmal1* cKO mice at 7 days post DSS treatment (Dataset EV1). 

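Of the 13983 genes tested, 3871 were lower and 4059 were higher in the libraries labelled *Bmal1* cKO, with an adjusted p under 0.05 from limma. Whatever their p, 3342 of the tested genes were at least 2-fold lower and 2194 at least 2-fold higher, and with each mouse left out in turn these numbers stayed between 3213 and 3425 and between 2186 and 2280. Other processing moved them more. At least 2-fold higher were 842 genes after the correction for GC content and length and 1417 with library total scaling. At least 2-fold lower were 2109 genes with a mean of at least 50. Library total scaling also called 4885 genes lower and 3091 higher. The authors' deposited table holds 3842 lower and 3698 higher genes at an adjusted p under 0.05, and 7125 of its 7426 calls among the tested genes were also called by limma in the same direction. Of the other scalings and corrections tried at this threshold, without pairing the mice, the correction for GC content and length moved both numbers most, to 2458 genes lower and 2570 higher, of which 1810 and 1795 were among the genes called without it. In the class of genes with the highest GC content, 1057 genes were lower and 11 were higher.

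The largest falls among genes with a mean of at least 100 normalized counts were those of *Ngp*, *Lcn2*, *Rgs5*, *Hba-a1* and *Csf3*. *Lcn2*, an antibacterial protein, had a mean of 2344 normalized counts ± 1615 (SD, n = 2 mice) in the control libraries and 8.20 ± 5.86 (SD, n = 2) in the *Bmal1* cKO libraries. The other 4 had at most 3 reads in each *Bmal1* cKO library. From the control means they were at least 121-fold (*Ngp*), 104-fold (*Rgs5*), 139-fold (*Hba-a1*) and 71.4-fold (*Csf3*) lower. The control mice had 156 and 706 (*Ngp*), 503 and 241 (*Rgs5*), 399 and 591 (*Hba-a1*) and 167 and 342 (*Csf3*) normalized counts. A bound from the lower control mouse alone would therefore be smaller. *Hba-a1* has a near-identical copy, so its reads are uncertain.

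Pathway members were compared with all other tested genes by camera, limma's gene set test, two-sided, over 26 Reactome sets and separately over 28 gene lists. The test took the correlation between the genes of a set as 0.01. With this correlation estimated from the libraries, 0 sets and 0 lists passed. The smallest adjusted p from camera was then 0.975 for sets and 0.595 for lists, so the camera p-values given here depend on that setting. A shift below is the median log2 fold change of the set minus that of all tested genes, which was -0.04. A list of 30 tested cytokines and chemokines shifted by -2.43 (adjusted p = 0.00231), and one by one 17 of them were lower (18 when adjusted over the list alone) and 2 higher. A list of 20 NF-κB target genes shifted by -1.64 (adjusted p = 3.22e-04), and by -0.76 after the correction for GC content and length (adjusted p = 6.39e-05). The Reactome set for chemokines and their receptors shifted by -2.03 over 34 genes and did not pass the threshold (adjusted p = 0.0716), but did after the correction (shift of -2.46, adjusted p = 0.00514). Leaving out each mouse in turn gave shifts between -2.23 and -1.19 for this set without the correction. The Reactome set for apoptosis shifted by 0.25 over 136 genes (adjusted p = 0.461). B cell receptor signaling shifted by -0.08 over 162 genes (adjusted p = 0.956).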

Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses showed that the downregulated genes from *Bmal1* cKO were enriched in a series of cellular processing, including inflammatory responses, apoptosis and p53 signaling (Figs. 3A and EV3A). Conversely, the upregulated genes were associated with autophagy, protein regulation, and metabolism-related processes (Fig. EV3A,B). 

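Among the genes that were higher in the libraries labelled *Bmal1* cKO, the Reactome sets for cholesterol biosynthesis (shift of 0.84 over 22 genes) and the citric acid cycle (0.61 over 18 genes) passed the threshold, each with an adjusted p of 0.0280 from camera, and each in 11 of 17 alternatives. The shifts of N-linked glycosylation (0.31 over 99 genes, adjusted p = 0.173), fatty acid metabolism (0.29 over 81 genes, adjusted p = 0.175) and the unfolded protein response (0.50 over 14 genes, adjusted p = 0.187) did not. After the correction for GC content and length, N-linked glycosylation (adjusted p = 0.00553) and fatty acid metabolism (adjusted p = 0.0173) passed as well. A list of 19 genes of the mevalonate pathway shifted by 0.99 (adjusted p = 0.00301). For autophagy, a list of 35 core genes shifted by 0.10 (adjusted p = 0.535), with 12 genes higher and 7 lower, against 15 and 5 after the correction. Signaling by mTOR, a kinase that restrains autophagy, shifted by 0.15 over 26 genes (adjusted p = 0.735).

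The largest rises among genes with a mean of at least 100 normalized counts were those of *Iigp1*, *Gsdmc3*, *Mal*, *Fut9* and *Gsdmc2*. *Mal* rose from 8.88 normalized counts ± 0.58 (SD, n = 2 mice) to 273 ± 104 (SD, n = 2), a log2 fold change of 4.74 (standard error 0.39, adjusted p = 6.69e-04 from limma). *Fut9* rose from 53.7 ± 12.7 to 757 ± 1.76 normalized counts (SD, n = 2 each). *Gsdmc2* and *Gsdmc3* lie side by side on chromosome 15 and are close paralogs, so the counting could have split their reads, and their log2 fold changes of 3.64 and 4.80 are uncertain one by one.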

Gene set enrichment analysis (GSEA) showed a significant repression of acute inflammation response, cellular response to interlukin-1, interlukin-17 production, and regulation of interlukin-6 production in *Bmal1* cKO group (Fig. 3B). 

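The gene sets available here were Reactome sets, not the Gene Ontology sets of Fig. 3B. Signaling by interleukins shifted by -0.10 over 99 genes in the libraries labelled *Bmal1* cKO (adjusted p = 0.941 from camera). Interleukin-1 signaling shifted by 0.20 over 41 genes (adjusted p = 0.735), interleukin-6 signaling by 0.02 over 10 genes (adjusted p = 0.956) and TNF signaling by -0.32 over 9 genes (adjusted p = 0.956). Leaving out each mouse in turn gave 0.05 to 0.20 for interleukin-1, -0.03 to 0.08 for interleukin-6 and -0.39 to -0.23 for TNF signaling. Of the 26 sets, 3 passed the threshold, and the only one that was lower was extracellular matrix organization, with a shift of -1.78 over 177 genes (adjusted p = 3.56e-06). The fgsea package's preranked test, which permutes genes, gave 7 sets past the threshold on the same values, and the 4 interleukin and TNF sets were not among them (adjusted p between 0.388 and 0.689).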

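Of the 12 genes matched to the labels of Fig. 3C, 11 were lower in the libraries labelled *Bmal1* cKO with an adjusted p under 0.05 from limma, and 10 after the correction for GC content and length, when *Tnfsf9* no longer passed (adjusted p = 0.0709). The remaining one, *Il10rb*, had a log2 fold change of 0.24 (standard error 0.11, adjusted p = 0.100). Fig. 3C shows genes that the paper chose from these same libraries, so the number of lower genes is no independent support. The largest fall was that of *Ccl5*, which had 110 and 54 reads in the control mice and 0 in both *Bmal1* cKO mice, at least 19.4-fold lower. The smallest was that of *Ifngr2*, with a log2 fold change of -0.40 (standard error 0.09, adjusted p = 0.0147). *Tnf* (chromosome 17, 35199381 to 35202007) had 217 normalized counts ± 39.9 (SD, n = 2 mice) in the control libraries and 46.0 ± 13.5 (SD, n = 2) in the *Bmal1* cKO libraries, a log2 fold change of -2.23 (standard error 0.30, adjusted p = 0.00257). *Il1b* (chromosome 2, 129364570 to 129371139) had 879 and 4261 normalized counts in the control mice and 265 and 173 in the *Bmal1* cKO mice, a log2 fold change of -3.17 (standard error 0.72, adjusted p = 0.0148).

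The control mice also differed widely in *Il1a*, with 54.9 and 721 normalized counts against 46.3 and 40.6 in the *Bmal1* cKO mice. Its log2 fold change of -2.18 was within the spread between replicates (standard error 1.14, adjusted p = 0.154), and with control mouse 2 left out it was -0.34. *Il6* had 112 and 16.1 normalized counts in the control mice and 17.5 and 6.76 in the *Bmal1* cKO mice, a log2 fold change of -1.87 (standard error 1.01, adjusted p = 0.164), so the groups overlapped. *Ifng* had too few reads to be tested, 2 and 0 in the control mice and 11 and 4 in the *Bmal1* cKO mice.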

As expected, the expression of genes encoding pro-inflammatory cytokines and chemokines, such as *Tnfα*, *Il1α*, *Il1β*, *Il6*, and *Ifnγ*, exhibited a remarkable decrease in *Bmal1* cKO mice following DSS treatment (Fig. 3C,D). Moreover, the proportion of inflamed cytokines (IL-1β), infiltrating immune cells (CD45^+^ cells) and macrophages (F4/80^+^ cells), and IFNγ expression in the inflamed area was decreased (Figs. 3E,F and EV3C,D). Collectively, these results indicate that *Bmal1* cKO mice exhibited less inflammatory and immune response in colon, thus more resistant to colitis.

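*Ptprc*, which encodes CD45, had 1002 normalized counts ± 363 (SD, n = 2 mice) in the control libraries and 364 ± 69.9 (SD, n = 2) in the libraries labelled *Bmal1* cKO, a log2 fold change of -1.42 (standard error 0.28, adjusted p = 0.00865 from limma). *Adgre1*, which encodes F4/80, had 96.0 ± 60.2 and 7.46 ± 4.74 normalized counts (SD, n = 2 each), a log2 fold change of -3.49 (standard error 0.69, adjusted p = 0.00924). In a list of leukocyte marker genes, all 37 genes tested had a negative log2 fold change and 29 an adjusted p under 0.05 (30 when adjusted over the list alone, and 23 after the correction for GC content and length). The list shifted by -3.13 (adjusted p = 1.11e-07 from camera), and by -2.95 after the correction for GC content and length. A list of 22 stromal marker genes shifted further, by -3.79, and all 22 had a negative log2 fold change. These values therefore do not tell fewer leukocytes in the tissue from fewer non-epithelial cells left after the isolation. From the gene set and cytokine changes together with its stainings, the paper concludes that the inflammatory and immune response in the colon was weaker in *Bmal1* cKO mice.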

**Figure 3:**
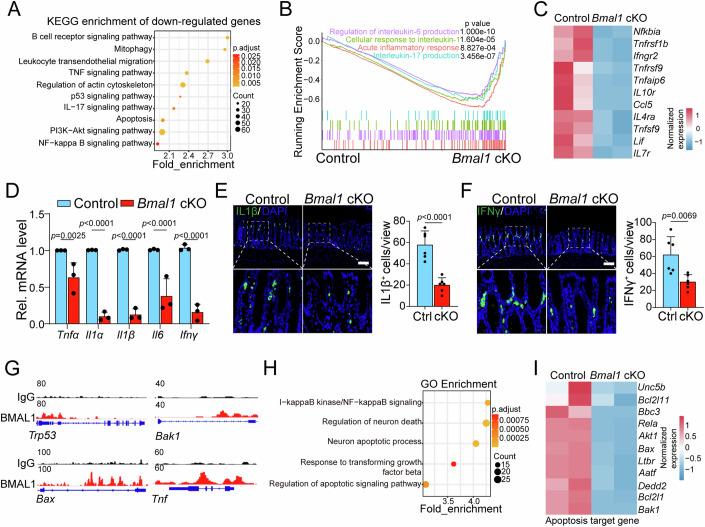
*Bmal1* transcriptionally activates apoptotic genes in DSS-induced colitis. (**A**) KEGG enrichment of downregulated genes in the colonic crypts of *Bmal1* cKO mice. The tissues were collected from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 2 mice for each group. (**B**) The inflammatory response and immune-regulating related genes were analyzed using GSEA in DSS-treated control and *Bmal1* cKO mice at day 7 following DSS treatment. n = 2 mice for each group. (**C**) Heatmap showing the expression of the indicated inflammatory cytokines in the colonic crypts from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 2 mice for each group. (**D**) RT-qPCR analysis of the mRNA expression of pro-inflammatory cytokines in the colonic crypts from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 3 mice for each group. (**E**, **F**) IF staining for IL1β^+^ and INFγ^+^ cells and quantification results in the distal colon sections from control and *Bmal1* cKO mice at day 7 following DSS treatment. *n* = 6 mice for each group. Scale bar: 100 µm. (**G**) Genomic views of BMAL1 CUT&Tag-seq assay enrichment at the promoters of the apoptosis-related genes in colonic organoids from control mice. (**H**) GO enrichment of overlapped genes between CUT&Tag-seq assay and downregulated genes in RNA-seq in colonic crypts from control and *Bmal1* cKO mice at day 7 following DSS treatment. (**I**) Heatmap showing apoptosis-related gene expression after downregulation of genes in RNA-seq from *Bmal1* cKO mice at day 7 following DSS treatment overlapped with CUT&Tag-seq genes from control colonic organoids. Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**E**, **F**) and two-way ANOVA with Tukey’s multiple comparisons test (**D**). GO and KEGG pathway enrichment analysis in the hypergeometric test and GSEA used the random permutation test. The exact *P* values are displayed.

**Figure EV3:**
Ablation of *Bmal1* in the intestinal epithelium is accompanied by reduced inflammation and immune response. (**A**, **B**) GO enrichment (**A**) of upregulated genes and downregulated genes in the colonic crypts of *Bmal1* cKO mice and KEGG enrichment (**B**) of upregulated genes in the colonic crypts. The tissues were collected from control and *Bmal1* cKO mice, respectively, after 3% DSS drinking for 5 days, followed by a switch to normal water drinking for 2 days. (**C**, **D**) IF staining for F4/80 (**C**) and CD45 (**D**) and quantification of F4/80^+^ and CD45^+^ cells (right) in the distal colon sections from control and *Bmal1* cKO mice. n = 6 mice for each group. Scale bar: 100 µm. (**E**) Genomic views of BMAL1 CUT&Tag-seq assay enrichment at the promoters of the apoptosis-related genes in colonic organoids from control mice. (**F**) Venn diagram shows the overlapped genes between anti-BMAL1 CUT&Tag-seq assay and downregulated genes by RNA-seq in *Bmal1* cKO mice. The colonic organoids from wild-type mice were collected for CUT&Tag-seq assay. The tissues were collected from *Bmal1* cKO mice after 3% DSS drinking for 5 days, followed by a switch to normal water drinking for 2 days for RNA-seq. (**G**) GSEA of apoptosis gene sets enriched with decreased genes in colonic crypts from *Bmal1* cKO mice. Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**C**, **D**). The exact *P* values are displayed.

Next, we identified the downstream genes transcriptionally regulated by BMAL1. We performed CUT&Tag-seq assay in colonic organoids from wild-type mice to identify BMAL1-bound genes (Dataset EV2). BMAL1 directly bound to the promoters of several apoptosis-related genes, including *p53*, *Bax* and *Bak1* (Figs. 3G and EV3E). 

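Dataset EV2 lists BMAL1 binding sites from CUT&Tag sequencing of colonic organoids. CUT&Tag cuts and tags the DNA beside an antibody-bound protein. The part available here holds 1738 peaks and covers 10 chromosomes in full (1 and 10 to 18), with 1648 peaks annotated to 1373 genes, and 1087 of the peaks lie in promoters. On these chromosomes 6245 genes were tested for expression, of which 1201 had a peak and 1667 were lower in the libraries labelled *Bmal1* cKO. Both held for 337 genes, where 321 would be expected if binding and expression were unrelated, an odds ratio of 1.09 (p = 0.245, Fisher's exact test, two-sided). Of the 1891 genes that were higher, 418 had a peak against 364 expected, an odds ratio of 1.29 (p = 1.83e-04, Fisher's exact test). Genes are not independent replicates, so the tests describe the overlap. Both odds ratios changed direction in some other comparisons. With genes compared within 10 classes of expression, 337 lower genes were bound against 299.89 expected, an odds ratio of 1.24. For higher genes, 418 were bound against 471.5 expected, an odds ratio of 0.74. Both passed the threshold of 0.05, lower genes in the same direction as the exact test above and higher genes in the opposite one. In simulated data where binding and calls only followed expression, the plain exact test gave an odds ratio of 1.92 and the matched one 0.971. Within 10 classes of GC content the odds ratios were 0.95 for lower genes and 1.75 for higher genes. After the correction for GC content and length the odds ratio was 0.88 for lower genes. With the genes lower in the authors' deposited columns at an unadjusted p under 0.05 and a log2 fold change under -1, a choice made after the values were seen, 199 genes were bound and lower against 240.5 expected among all listed genes, an odds ratio of 0.76 (p = 9.06e-04, Fisher's exact test).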

By overlapping with the downregulated genes in bulk RNA-seq data, we identified 495 genes as the potential *Bmal1*-regulated genes (Fig. EV3F). 

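Among the 1201 genes with a BMAL1 peak that were tested for expression on the covered chromosomes, 11 belong to the Reactome set for apoptosis, and 2 of them were lower in the libraries labelled *Bmal1* cKO against 3.09 expected (odds ratio of 0.57, p = 0.737, Fisher's exact test, two-sided). In a list of pro-apoptotic genes, 3 of the 4 bound genes were lower against 1.12 expected (odds ratio of 7.75, p = 0.0695 from the same exact test), and these were *Bok*, *Dapk3* and *Siva1*, named after their values were seen. In the list of NF-κB target genes, 2 of 4 bound genes were lower, *Nfkbia* and *Tnip1* (p = 0.314, exact test). The 6 sets were chosen after the expression values were seen, and the smallest p adjusted over them was 0.417. So few bound genes per set limit what such a comparison can detect.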

GO analysis revealed that the majority of these genes were enriched in cell death and the apoptotic pathway (Fig. 3H). Consistently, genes involved in apoptotic signaling were greatly downregulated upon the absence of *Bmal1* (Figs. 3I and EV3G). These results indicate that BMAL1 can transcriptionally activate the expression of apoptosis-related genes in the DSS-treated intestine.

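All 11 genes of the heatmap in Fig. 3I were lower in the libraries labelled *Bmal1* cKO with an adjusted p under 0.05 from limma, and their log2 fold changes lay between -2.44 and -1.11. They are the paper's own selection of downregulated genes, so this number shows no stability. *Bcl2l1* (chromosome 2, 152780668 to 152831728) had 955 normalized counts ± 78.9 (SD, n = 2 mice) in the control libraries and 176 ± 21.5 (SD, n = 2) in the *Bmal1* cKO libraries, a log2 fold change of -2.44 (standard error 0.15, adjusted p = 5.33e-04). *Bax* (chromosome 7, 45461697 to 45466898) had 809 ± 25.4 and 321 ± 25.2 normalized counts (SD, n = 2 each), a log2 fold change of -1.33 (standard error 0.12, adjusted p = 7.63e-04). *Bak1* (chromosome 17, 27019810 to 27029009) had 791 ± 53.5 and 366 ± 4.18 normalized counts (SD, n = 2 each), a log2 fold change of -1.11 (standard error 0.11, adjusted p = 0.00107).

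After the correction for GC content and length, 5 of the 11 genes were lower with an adjusted p under 0.05, namely *Bcl2l1*, *Rela*, *Ltbr*, *Aatf* and *Bcl2l11*, and *Bax* was higher (log2 fold change of 0.59, adjusted p = 0.0135). *Akt1* went from -1.29 to -0.03 and *Bak1* from -1.11 to -0.21. The paper reports *Bax* and *Bak1* as lower in colonic crypts by RT-qPCR too, and the correction may also remove biological differences. *Bbc3*, with a GC content of 65.2%, went from -2.43 to -0.27.

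Only some of the Fig. 3I genes are in a list of 42 pro-apoptotic genes, which holds 36 genes that Fig. 3I does not. A fall in the genes of Fig. 3I is therefore not the same as a fall in pro-apoptotic genes. In this list, 16 genes were lower and 9 higher with an adjusted p under 0.05, against 6 lower and 10 higher after the correction. The list shifted by -0.37 (adjusted p = 0.491 from camera). Among the genes that were higher were *Casp2*, with a log2 fold change of 1.41 (standard error 0.13, adjusted p = 8.90e-04), and *Apaf1*, with one of 1.27 (standard error 0.16, adjusted p = 0.00196). *Casp2* and *Apaf1* were picked from the list after their values were seen.

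**Figure D2:**
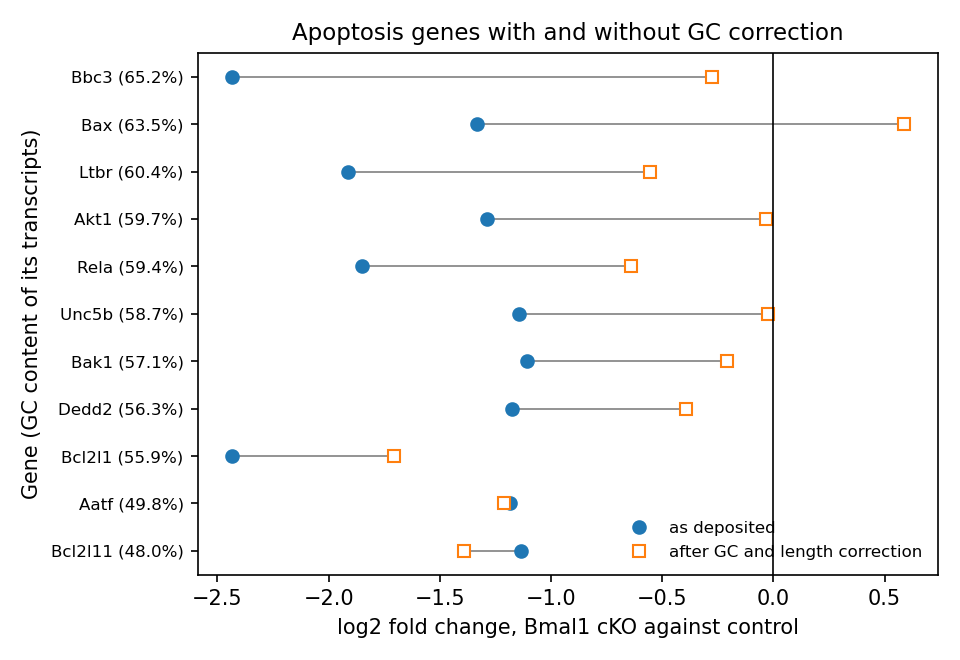
The x axis gives the log2 fold change of the *Bmal1* cKO libraries (n = 2) against the control libraries (n = 2) and the y axis the 11 genes of Fig. 3I, ordered by the GC content of their transcripts. Filled circles are the values as deposited, between -2.44 and -1.11, and open squares those after the correction for GC content and length, between -1.70 and 0.59.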

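*Bok* (chromosome 1, 93685660 to 93695764), with a promoter peak at 93686585, had a log2 fold change of -2.12 in the libraries labelled *Bmal1* cKO (standard error 0.23, adjusted p = 0.00127 from limma). *Dapk3* (chromosome 10, 81183005 to 81193197), with a promoter peak at 81182820, had a log2 fold change of -1.63 (standard error 0.17, adjusted p = 0.00115). After the correction for GC content and length they were -0.61 (adjusted p = 0.0714) and 0.18 (adjusted p = 0.478). *Tnf* and *Rela* also had a listed promoter peak, at 35200778 and 5637337. *Rela* lies on chromosome 19, which the available part of Dataset EV2 does not cover in full. Both genes stayed lower after the correction, with an adjusted p under 0.05 from limma. The log2 fold change of *Tnf* went from -2.23 to -1.94 and that of *Rela* from -1.85 to -0.64. From the binding of BMAL1 near apoptosis-related genes and their lower expression in *Bmal1* cKO mice, the paper concludes that BMAL1 can activate the transcription of these genes in the DSS-treated intestine.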

### *Bmal1* cKO reduces cell apoptosis in the intestinal epithelium

We further assessed the effect of *Bmal1* on cell apoptosis and found that TUNEL^+^ cells were decreased upon *Bmal1* depletion (Fig. 4A). In agreement with this, the expression of core apoptotic genes, *p53*, *Bax,* and *Bak1*, as well as the level of cleaved-caspase 3 (c-caspase 3), were downregulated upon *Bmal1* ablation in the colonic epithelium (Fig. 4B,C). These results reveal that *Bmal1* deficiency reduces cell apoptosis in the DSS-treated intestinal epithelium. These observations were confirmed in ex vivo colonic organoids derived from *Villin-CreERT2;Bmal1*^*fl/fl*^ mice. Deletion of *Bmal1* in organoids was achieved by treatment of 4-hydroxytamoxifen (4-OHT) (Fig. 4D). *Bmal1* cKO organoids exhibited spheroid morphology (Fig. 4E), potentially attributable to the suppression of cell differentiation, including MUC2^+^ goblet cells and CHGA^+^ enteroendocrine cells (Fig. EV4A–C). We also found the expression of apoptotic genes, such as *Bak*, *P53*, *Puma*, *Bim*, *Bad* and *Bid*, exhibited a remarkable decrease in *Bmal1* cKO organoids (Fig. 4F). Consistently, dead cells, shown by propidium iodide (PI) staining, and c-caspase 3^+^ cells were decreased upon *Bmal1* cKO in colonic organoids (Fig. 4G,H). To further assess the impact of *Bmal1* on organoid growth, we performed single cell cultures digested from the control or *Bmal1* cKO organoids and found that *Bmal1*-depleted organoids grew faster (Fig. 4I,J). Of note, the improved organoid growth might attribute to decreased cell death and increased Wnt signaling but not cell proliferation, as indicated by reduced c-caspase 3 and Bax, increased active β-catenin levels, unchanged *Lgr5* or *Ki67* expression (Figs. 4K and EV4D). These results indicate the role of *Bmal1* in colitis-associated cell apoptosis in the intestinal epithelium.

**Figure 4:**
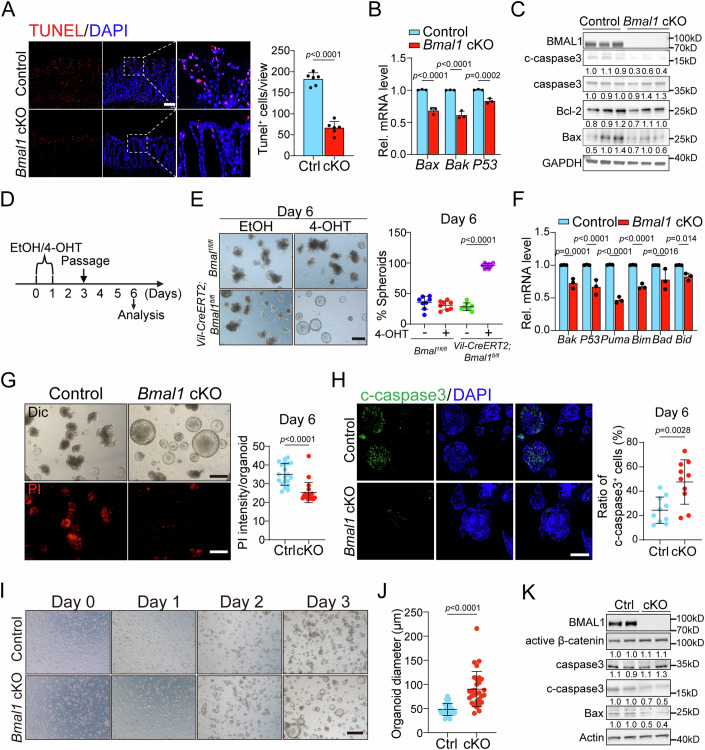
Cell apoptosis is attenuated in *Bmal1*-deficient intestinal epithelium. (**A**) TUNEL staining was performed (left), and the TUNEL^+^ cells were quantified (right) in colonic sections obtained from control and *Bmal1* cKO mice after DSS treatment. *n* = 6 mice for each group. Scale bar: 100 µm. (**B**) RT-qPCR analysis of the mRNA expression of *Bak1*, *Bax,* and *p53* in the colonic crypts from control and *Bmal1* cKO mice. *n* = 3 mice for each group. (**C**) Western blotting for BMAL1, c-caspase 3, caspase 3, Bcl-2, Bax in the colonic crypts of control and *Bmal1* cKO mice. GAPDH was used as loading control. *n* = 3 mice for each group. (**D**) Schematic showing *Bmal1* cKO in colonic organoids by adding 4-OHT for 24 h. Organoids were passaged at day 3 and harvested or photographed on day 6 for subsequent analysis. (**E**) Organoids derived from the crypts of *Bmal1*^*fl/fl*^ and *Villin-CreERT2; Bmal1*^*fl/fl*^ mice were treated with Et-OH or 4-OHT for 24 h. Images were taken at day 6, and the spheroid organoid ratio (right) was counted from 8 fields of view from three independent experiments. Scale bar: 400 μm. (**F**) RT-qPCR analysis of the mRNA expression of *Bak*, *P53, Puma, Bim, Bad,* and *Bid* from control or *Bmal1* cKO organoids at day 6. *n* = 3 biological replicates. (**G**) Representative brightfield (top), PI staining (bottom) and PI intensity quantification (right) from control and *Bmal1* cKO colonic organoids at day 6. *n* = 20 organoids for each group. Scale bar: 400 µm. (**H**) IF staining of c-caspase 3 from control and *Bmal1* cKO colonic organoids at day 6. *n* = 10 organoids for each group. Scale bar: 200 µm. (**I**) Representative morphology of control and *Bmal1* cKO organoids starting at single cells at indicated times. Scale bar: 400 μm. (**J**) Organoid diameter of control and *Bmal1* cKO organoids at day 3 starting at single cells. *n* = 30 organoids for each group. (**K**) Immunoblots of BMAL1, active β-catenin, caspase 3, c-caspase 3, and Bax protein expression in organoids derived from control and *Bmal1* cKO organoids at day 3 starting at single cells. Actin was used as loading control. Data information: Data are presented as mean ± SD. The data were analyzed by two-tailed Student’s t-test (**A**, **G**, **H**, **J**), one-way ANOVA with Tukey’s multiple comparisons test (**E**) and two-way ANOVA with Tukey’s multiple comparisons test (**B**, **F**). The exact *P* values are displayed.

**Figure EV4:**
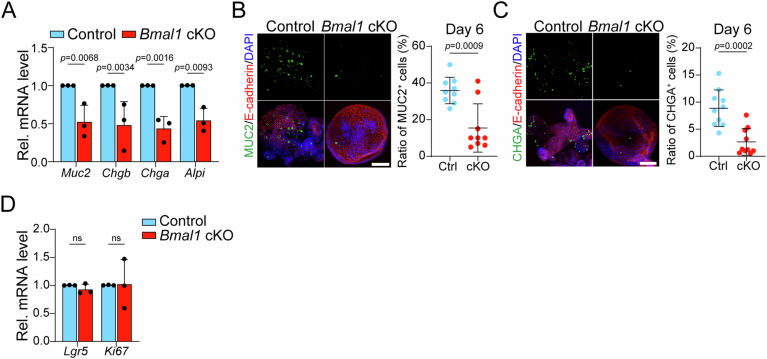
Ablation of *Bmal1* suppresses differentiation but does not affect stemness and proliferation in vitro. (**A**) RT-qPCR analysis of the mRNA expression of *Muc2*, *Chgb, Chga* and *Alpi* from control or *Bmal1* cKO organoids on day 6. n = 3 biological replicates. (**B**, **C**) Immunofluorescence staining for MUC2 (**B**) and CHGA (**C**) and quantification of MUC2^+^ and CHGA^+^ cells (right) from control or *Bmal1* cKO organoids. n = 9/10 organoids for each group. Scale bar: 100 µm. (**D**) RT-qPCR analysis for the mRNA expression of *Lgr5* and *Ki67* in control and *Bmal1* cKO organoid*s* at day 3 starting at single cells. n = 3 biological replicates. Data information: Data are presented as mean ± SD with statistical analyses determined by two-tailed Student’s t-test (**B**, **C**) and two-way ANOVA with Tukey’s multiple comparisons test (**A**, **D**). The exact *P* values are displayed. ns, no significance.

### Cell apoptosis exhibits a circadian rhythm in the intestinal epithelium

The results above prompted us to speculate that cell apoptosis might be rhythmic in the homeostatic intestinal epithelium. The colonic crypts were collected from wild-type mice sacrificed at ZT0, ZT6, ZT12, and ZT18 for RNA-sequencing and transcriptomes were analyzed by MetaCycle (De Los Santos et al, 2020; Wu et al, 2016) (Dataset EV3). Heatmap showed that a portion of genes exhibited a rhythmic expression pattern (Fig. 5A). Gene Set Variation Analysis (GSVA) showed that the transcript levels of the apoptosis-related genes exhibited rhythmic oscillations, with the higher level at ZT0-ZT6 and lower level at ZT12 (Fig. 5B). The expression of the core apoptotic genes, such as *Bax* and *p53*, had a similar pattern (Fig. 5C). Analysis of the public transcriptome data (Wang et al, 2017; Data ref: Wang et al, 2017) in the small intestinal epithelium also revealed that the expression of a portion of genes, especially apoptosis-related genes, exhibited a rhythmic pattern (Fig. 5D–F). Consistently, the c-caspase 3 signals also had a periodic pattern with the highest level at ZT0 and lowest at ZT12 in the proximal small intestine and distal large intestine (Fig. 5G). Furthermore, *Bmal1* cKO led to reduced c-caspase 3 signals in the intestinal epithelium (Fig. 5G). These results indicate that cell apoptosis exhibits a *Bmal1*-dependent circadian rhythm pattern in the intestinal epithelium.

**Figure 5:**
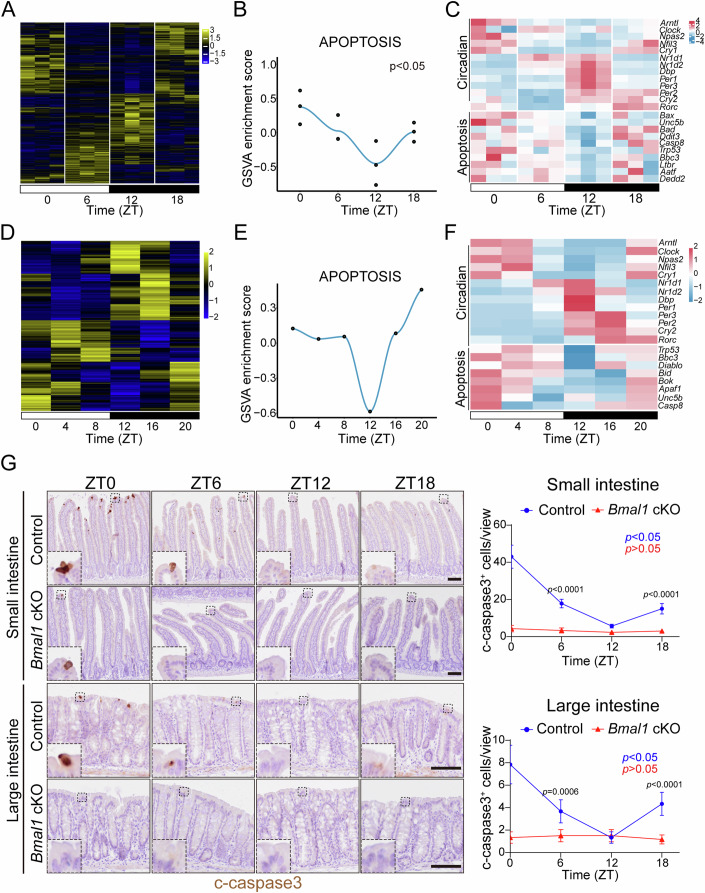
Cell apoptosis occurs in a circadian rhythm-dependent manner in the intestinal epithelium. (**A**) Heatmap showing gene expression ordered by MetaCycle phase to depict significant circadian genes in colonic crypts from wild-type mice. *n* = 3 mice for each group. (**B**) GSVA score for apoptosis gene sets enriched in colonic crypts obtained from the wild-type mice at indicated time point. Individual points represent the enrichment score for each sample. *n* = 3 mice for each group. (**C**) Heatmap showing the expression of circadian genes and apoptosis-related genes in the colonic crypts from wild-type mice at indicated time point. *n* = 3 mice for each group. (**D**) Heatmap showing gene expression ordered by MetaCycle phase to depict significant circadian genes in the small intestinal epithelium from wild-type mice using the dataset GSE100339 (Wang et al, 2017; Data ref: Wang et al, 2017). (**E**, **F**) GSVA score for apoptosis gene sets enriched (**E**) and heatmap (**F**) showing the expression of circadian genes and apoptosis-related genes in small intestinal epithelium from wild-type mice at indicated time point using the dataset GSE100339. (**G**) Immunohistochemical analysis of c-caspase 3 (left) and quantification (right) in proximal small intestine (top) and distal large (bottom) intestine sections from control mice and *Bmal1* cKO mice at ZT0, ZT6, ZT12, and ZT18. Scale bar: 100 µm. *n* = 6 mice for each group at indicated time point. Data information: Data are presented as mean ± SD. The rhythmicity of the oscillating pattern was measured by the JTK cycle through the MetaCycle R package. With the settings of Period = 24 h and adj.*p* < 0.05, expression patterns were then defined as rhythmic. Two-way ANOVA with Tukey’s multiple comparisons test was also used (**G**). The exact *P* values are displayed.

### SR9009 treatment at ZT0 alleviates DSS-induced colitis

The small molecule SR9009 is an agonist of REV-ERBα/β that can reduce *Bmal1* expression (Zhuang et al, 2019). It has been shown to be effective in alleviating DSS-induced colitis and high-fat diet induced obesity in mice (Wang et al, 2018; Yu et al, 2021). We first investigated the effects of SR9009 in vitro by treating organoids with the compound and observed a decrease of *Bmal1* expression (Fig. 6A). C-caspase 3 staining revealed that both SR9009-treatment and *Bmal1* cKO decreased cell apoptosis (Fig. 6B). As DSS-induced colitis and cell apoptosis exhibited a *Bmal1*-dependent circadian rhythm pattern, we investigated the optimal timing of SR9009 administration in colitis treatment. Wild-type mice were given DSS solution ad libitum for 5 days at ZT0, ZT8, and ZT12, respectively, and switched to water at ZT0, ZT8, and ZT12 on the fifth day to ensure that each group of mice consumed DSS drinking water for 5 days (Fig. 6C). Starting at day 3, SR9009 was administered via intraperitoneal injection to DSS-treated mice at ZT0, ZT8, and ZT12 for 5 consecutive days (Fig. 6C). We found mice treated with SR9009 at ZT0 exhibited superior therapeutic outcomes, evidenced by less body weight loss, lower DAI scores, higher survival rates and longer colon lengths, compared to those treated at other time points, while treatment at ZT12 being the least effective (Figs. 6D–G and EV5A). Histochemical staining showed that SR9009 treatment at ZT0 had the lowest histological scores (Fig. 6H). Furthermore, fewer apoptotic cells and decreased BMAL1 and c-caspase 3 levels were detected in SR9009-treated mice at ZT0 (Fig. 6I,J). Consistently, mice treated at ZT0 had significantly reduced infiltration of immune CD45^+^ cells and lower expression levels of inflammatory protein IL-1β (Fig. EV5B,C). Collectively, these results indicate that SR9009 treatment at ZT0 has the best beneficial efficacy in DSS-induced colitis.

**Figure 6:**
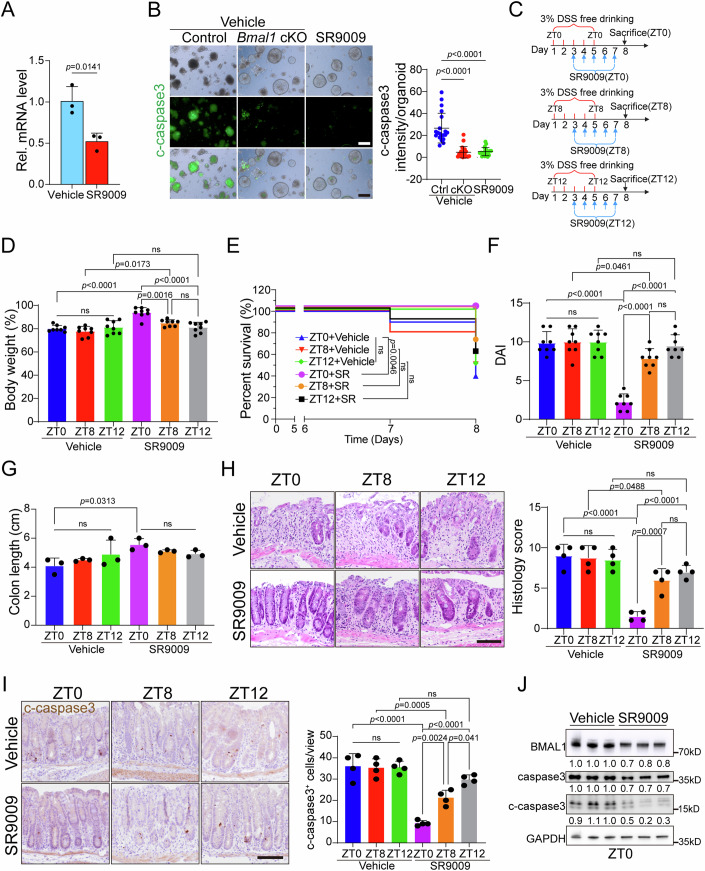
Inhibition of *Bmal1* expression at ZT0 has the best efficacy in DSS-induced colitis. (**A**) RT-qPCR analysis of the mRNA expression of *Bmal1* from control colonic organoids and SR9009-treated organoids. *n* = 3 biological replicates. (**B**) Representative brightfield (top), c-caspase 3 staining (bottom) and its intensity quantification (right) from control, *Bmal1* cKO and SR9009-treated colonic organoids. Scale bar: 400 µm. *n* = 20 organoids for each group. (**C**) Schematic diagram showing SR9009 administration during colitis induction. Wild-type mice were given DSS solution ad libitum for five days at ZT0, ZT8, and ZT12, respectively, and switched to water at ZT0, ZT8, and ZT12 on the fifth day to ensure that each group of mice consumed DSS drinking water for five days. SR9009 (50 mg/kg) was administered intraperitoneally at single injection daily for 5 consecutive days at ZT0, ZT8, and ZT12, respectively, starting on the third day of DSS-induced colitis in mice. Colon tissues were subsequently collected at day 8. Control group intraperitoneal injection of vehicle. (**D**–**F**) Body weight change (**D**), survival curve (**E**), and DAI scores (**F**) of wild-type mice after DSS treatment. SR9009 (50 mg/kg) was administered intraperitoneally once daily for 5 consecutive days at ZT0, ZT8, and ZT12, respectively, starting on the third day of DSS-induced colitis in mice. Mice were injected intraperitoneally with the vehicle as a control group at ZT0, ZT8 and ZT12. *n* = 8/10 mice for each group. (**G**) Colon length quantification from six groups of mice. Colon tissues were collected at day 8. *n* = 3 mice for each group. Scale bar: 100 µm. (**H**) Representative H&E stanning images of the distal colon sections, and histological scores were obtained from 6 groups of mice. Colon tissues were collected at day 8. *n* = 4 mice for each group Scale bar: 100 µm. (**I**) Immunohistochemical analysis of c-caspase 3 (left) and quantification (right) in distal colon sections from 6 groups. Colon tissues were collected at day 8. Scale bar: 100 µm. *n* = 4 mice for each group. (**J**) Western blotting for BMAL1, c-caspase 3, caspase 3 in the colonic crypts of control and SR9009-treated mice after DSS treatment at ZT0. GAPDH was used as loading control. *n* = 3 mice for each group. Data information: Data are presented as mean ± SD, analyzed by two-tailed Student’s t-test (**A**), one-way ANOVA with Tukey’s multiple comparisons test (**B**, **D**, **F**–**I**) and one-sided log-rank (**E**). The exact *P* values are displayed.

**Figure EV5:**
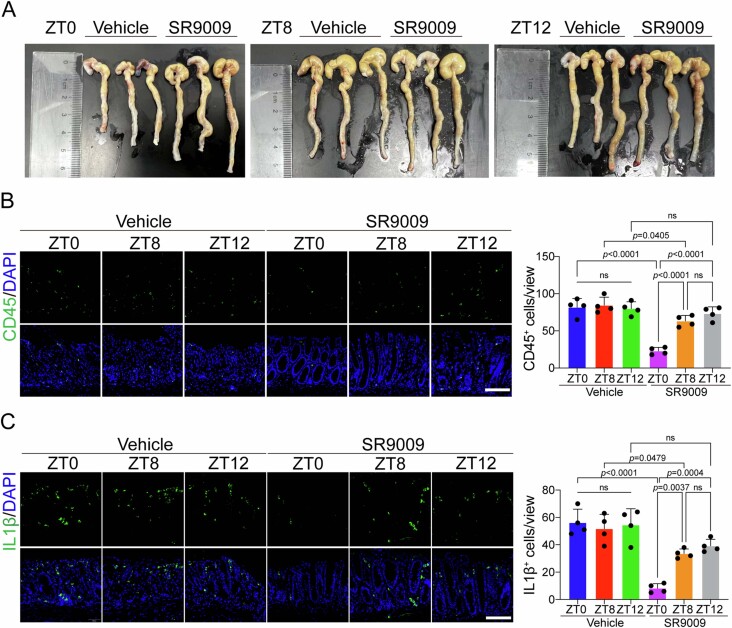
Mice treated with SR9009 at ZT0 have less immune cell infiltration. (**A**) Colon length from six groups of mice. (**B**, **C**) Immunofluorescence staining for CD45 (**B**) and IL1β (**C**) and quantification of CD45^+^ and IL1β^+^ cells (right) in the distal colon sections from six group of mice. n = 4 mice for each group. Scale bar: 100 µm. Data information: Data are presented as mean ± SD, analyzed by one-way ANOVA with Tukey’s multiple comparisons test (**B**, **C**). The exact *P* values are displayed. ns, no significance.

### BMAL1 expression is reduced in clinical UC tissue samples

To examine the clinical relevance of our findings obtained from mice, we detected BMAL1 expression in clinical human UC tissue samples. By analyzing publicly available datasets (Burczynski et al, 2006; Data ref: Burczynski et al, 2006; Vancamelbeke et al, 2017; Data ref: Vancamelbeke et al, 2017), we found that the mRNA level of the *BMAL1* was lower in UC patients, compared to that in normal individuals (Fig. EV6A). Immunohistochemistry staining also confirmed that BMAL1 protein decreased in the inflammatory regions of colonic epithelium from UC patients, relative to the normal tissues (Fig. EV6B). Interestingly, the decreased BMAL1 expression in UC patients was consistent with the observation in DSS-induced colitis in mice in which *Bmal1* levels were gradually declined at different time points during the colitis progress (Fig. EV6C).

**Figure EV6:**
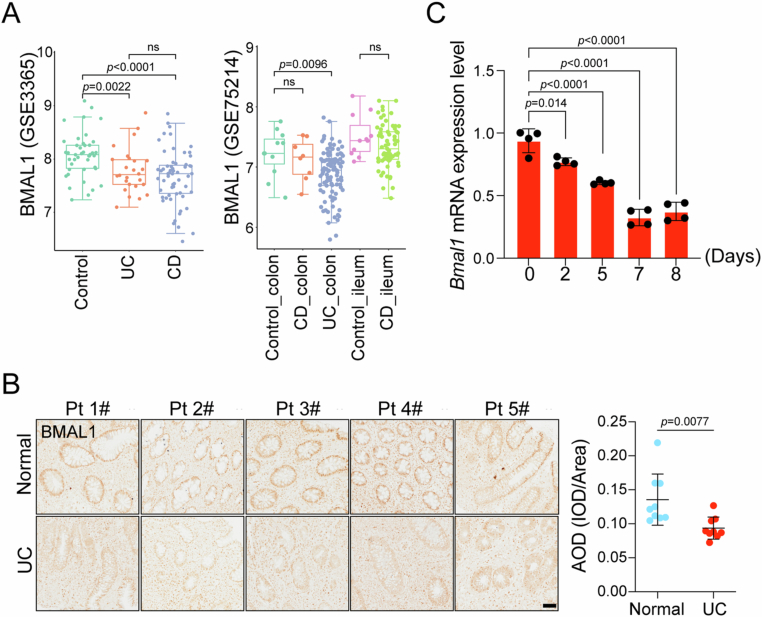
BMAL1 expression is reduced in clinical UC tissues. (**A**) Box plot showing mRNA expression of *BMAL1* in healthy and IBD patients using datasets GSE3365 (Burczynski et al, 2006; Data ref: Burczynski et al, 2006) and GSE75214 (Vancamelbeke et al, 2017; Data ref: Vancamelbeke et al, 2017). The central line represents the median. The box spans from the 25th to the 75th percentile. Whiskers extend to the smallest and largest values. All points are presented. GSE3365: Control, n = 42; UC, n = 26; CD, n = 5. GSE75214: Control_colon, n = 11; CD_colon, n = 8; UC_colon, n = 97; Control_ileum, n = 11; CD_ileum, n = 67. (**B**) Immunohistochemical analysis (left) of BMAL1 (CST, 14020S) in healthy and inflammatory regions of colonic epithelium from UC patients. Quantification of the IHC staining results by calculating the average option density (AOD) from normal and inflammatory regions of colonic epithelium from UC patients. n = 9 patient. Scale bar: 50 µm. (**C**) RT-qPCR of *Bmal1* mRNA expression in the colonic crypts of control and *Bmal1* cKO mice at different time points. n = 4 mice at different time points. Data information: Data are presented as mean ± SD, analyzed by two-tailed Student’s t-test (**B**), one-way ANOVA with Tukey’s multiple comparisons test (**C**). The exact *P* values are displayed. ns, no significance.

## Discussion

Various environmental triggers have been found to initiate and spread mucosal inflammation in susceptible IBD individuals (Khor et al, 2011). Sleep disruption and chronic fatigue are the major symptoms associated with IBD (Ranjbaran et al, 2007), and these symptoms are caused by disruption of circadian rhythms, which is widespread in modern people with irregular routines (Swanson et al, 2011). Consistently, circadian clock genes have been shown to play an important role in regulating digestive physiology and maintaining functions of gut barrier (Kyoko et al, 2014). In the present study, we surprisingly observed that mice in the active circadian phase are more resistant to DSS-induced colitis, and ablation of the circadian gene *Bmal1* renders the intestinal epithelium resistance to colitis.

Although inactivation of *Bmal1* in the intestinal epithelium had no significant effect on intestinal homeostasis, which is consistent with previous reports (Yu et al, 2021). However, we found that upon DSS treatment, *Bmal1* cKO mice exhibited a resistance to DSS-induced colitis, as evidenced by less weight loss, more intact epithelial barrier structure and function, as well as less infiltration of inflammatory factors and immune cells compared to control mice. This seems to contradict the findings of previous studies showing that mice with global knockout of the circadian genes *Bmal1*, *Per1/2*, or *Rev-erbβ* exhibit more severe symptoms in experimental colitis (Liu et al, 2021; Pagel et al, 2017; Taleb et al, 2022; Wang et al, 2018). Global knockout of circadian genes is not sufficient to characterize clock function in specific tissues as interference may come from other tissues, which may explain why different colitis phenotypes are observed in global knockout and intestinal epithelial-specific knockout of *Bmal1*. Global *Bmal1*-deficient mice also exhibit age-associated dilated cardiomyopathy, with dysfunction of left ventricular dilatation and contraction (Lefta et al, 2012). Adipocyte-specific deletion of *Bmal1* leads to obesity in mice for the disrupted food intake rhythm (Paschos et al, 2012), whereas intestinal epithelial-specific *Bmal1* deletion reduces high-fat diet-induced obesity (Yu et al, 2021). Deletion of *Bmal1* in Villin-Cre mice during the embryonic stage affects normal intestinal functions, such as rhythmicity of microbiota disruption, immune cell recruitment (Heddes et al, 2022). and is more susceptible to DSS-induced colitis (Jochum et al, 2023; Niu et al, 2024). In this study, we used CreER mice to exclude these potential effects of Cre constitutive knockout mice. Inactivation of *Bmal1* in the intestinal epithelium of adult mice had no significant effect on intestinal homeostasis but was more tolerant to DSS. These results indicate that the continuous loss of *Bmal1* during intestinal development and conditional loss under adult homeostasis lead to different consequences.

Excessive apoptosis of intestinal epithelial cells attributes to the development of IBD (Gunther et al, 2013), by disrupting the intestinal epithelial barrier, allowing the invasion of bacterial into the submucosal layer and promoting the host inflammatory response and ROS burst (Wan et al, 2022). We found that BMAL1 directly binds to the promoter regions of many apoptosis genes, such as *Bak1* and *Bax*, to enhance their transcription. Previous studies have reported that ~3–10% of transcripts exhibit circadian oscillations in mouse and human organoids cultured in vitro (Rosselot et al, 2022). Furthermore, we found that in homeostatic intestinal epithelium, cell apoptosis displays a circadian rhythm, which is *Bmal1*-dependent. Interestingly, the expression of some genes in the immune surveillance system also exhibits the circadian pattern (Fernandes et al, 1976; Wang et al, 2023). The number of circulating leukocytes in the blood reaches to the peak during the resting (daytime) period in mice (He et al, 2018), but it is unclear whether circulating leukocytes account for the difference in resistance to colitis between the resting and active periods in mice.

The circadian clock is involved in the pathogenesis of IBD. However, the application of chronopharmacology in the treatment of IBD is worth more attention. The small molecule SR9009 is an agonist of REV-ERBα/β that can reduce *Bmal1* expression (Zhuang et al, 2019). Previous studies have shown that SR9009 is effective in preventing and treating DSS-induced colitis and high-fat diet-induced obesity (Wang et al, 2018; Yu et al, 2021). Here, we explored the time-dependent effects of SR9009 on DSS-induced colitis. Mice treated with SR9009 at ZT0 showed the best therapeutic effect, with a stronger relief on intestinal inflammation and tissue protection, while those treated at ZT12 exhibited the worst efficacy. Our study gives an effectively time-dependent strategy for the treatment of IBD. In future work, the potential role of SR9009 should be further evaluated in clinical treatment of IBD.

In addition, we observed a downregulation of BMAL1 in clinically colonic samples from UC patients, which is consistent with its decreased expression in the late stages of DSS-treated mice. The decreased BMAL1 expression could be an adaption of the intestine to better regenerate the damaged tissue in the context of inflammation. The suppression of circadian clock was also observed in other tissue disorders. For instance, disruption of SCN function alleviated myocardial infarction induced cardiac dysfunction and cardiac fibrosis and the lethality of temperature imbalance in mice caused by time-restricted feeding treatment (Hao et al, 2023; Zhang et al, 2020). These observations suggest that mice may be able to rapidly respond to specific stress conditions by inhibiting the circadian clock, thereby better performing the repair process. Therefore, *Bmal1* depletion may exert a protective role in colitis by attenuating cell apoptosis. Targeting BMAL1 and inhibition of apoptosis may provide a potential strategy for prevention and treatment of colitis.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number/RRID
**Experimental models**		
*Villin-CreERT2* mice (*M. musculus*)	(Ireland et al, 2004)	N/A
*Bmal1*^*fl/fl*^ mice (*M. musculus*)	(Hao et al, 2023)	N/A
**Antibodies**		
Rabbit anti-BMAL1	Cell Signaling Technology	14020S
Rabbit anti-cleaved-caspase3	Cell Signaling Technology	9664S
Rabbit anti-Bcl-2	Cell Signaling Technology	3498S
Mouse anti-caspase3	Santa Cruz	Sc-7272
Mouse anti-Bax	Santa Cruz	Sc-7480
Mouse anti-GAPDH	ZSGB-Bio	TA-08
Rabbit anti-active β-catenin	Cell Signaling Technology	8814
Mouse anti-Actin	ZSGB-Bio	TA-09
Rabbit anti-KI67	Abcam	Ab15580
Rabbit anti-OLFM4	Cell Signaling Technology	39141
Rabbit anti-lysozyme	Abcam	Ab108508
Rabbit anti-chromogranin A	Abcam	Ab15160
Mouse anti-E-cadherin	Cell Signaling Technology	14472
Mouse anti-IL1β	Santa Cruz	Sc-52012
Mouse anti-IFNγ	Santa Cruz	Sc-8423
Mouse anti-F4/80	Santa Cruz	Sc-377009
Rabbit anti-CD45	Abcam	Ab10558
Alexa Fluor 488-conjugated secondary antibody	Invitrogen	A28175
Alexa Fluor 594-conjugated secondary antibody	Invitrogen	A11037
Goat anti-rabbit IgG secondary antibody	Cell Signaling Technology	35401S
**Chemicals and other reagents**		
Tamoxifen	Sigma-Aldrich	T5648
DSS	MP Biomedicals	0216011090
SR9009	MCE	HY-16989
Cell strainer	Corning	352350
Matrigel	Corning	356231
Advanced DMEM/F12	Gibco	12634028
Penicillin/Streptomycin	HyClone	SV30010
GlutaMAX	Gibco	35050061
N2	Gibco	17502048
B27	Gibco	17504044
N-acetylcysteine	Selleck	S1623
EGF	Novoprotein	C029
Noggin	OrganRegen	807-NOG-1000
R-spondin1	OrganRegen	861-RS1-1000
CHIR	Selleck	S2924
Y-2763	Selleck	S1049
4-OH tamoxifen	Sigma	H7904
TrypLE	Gibco	12604021
TRIZOL	Thermo Fisher Scientific	15596026CN
HiScript III RT SuperMix	Vazyme	R323-01
ChamQ SYBR Color qPCR Master Mix	Vazyme	Q711-03
RIPA lysis buffer	Beyotime	P0013B
Cocktail	Roche	4693132001
H&E staining kit	Sangon Biotech	C0105
Alcain Blue staining kit	Sangon Biotech	C0153
DAPI	Solarbio	C0060
In-situ cell death detection kit	Roche	12156792910
PI	Selleck	S6874
GreenNuc™ Caspase-3 Assay Kit	Beyotime	C1168
CUT&Tag 4.0 High-Sensiticity Kit	Novoprotein	N259-YH01
**Software**		
Image J	https://imagej.net/ij/	N/A
GraphPad Prism10	https://www.graphpad-prism.cn/	N/A
IGV (2.6.2)	https://igv.org/	N/A
**Other**		
Real Time PCR system	Applied Biosystems	QuantStudio 3
microscope	Zeiss	LSM 980 META

### Human UC sample analysis

To investigate the expression of BMAL1 in the normal intestine and IBD, we collected paraffin tissue sections of UC samples and their adjacent normal colonic tissue samples (*n* = 9) from the 1st affiliated hospital, Jiangxi Medical College, Nanchang University. All samples were obtained with informed consent, and the study was approved by the First Affiliated Hospital of Nanchang University Medical Science Research Ethics Committee ((2024)CDYFYYLK(02-025)). The relevant clinical information was listed in Dataset EV4.

### Mice

*Villin-CreERT2* mice were a gift from Dr. Sylvie Robine. *Bmal1*^*fl/fl*^ mice from Dr. Ying Xu. *Villin-CreERT2; Bma1*^*fl/fl*^ mice were generated by crossing *Bmal1*^*fl/fl*^ mice with *Villin-CreERT2* mice. To activate Cre recombinase, mice were treated by intraperitoneal injection of tamoxifen (T5648, Sigma-Aldrich) in corn oil at a concentration of 20 mg/ml for 5 consecutive days. *Bmal1*^*fl/fl*^ mice were used as the control in all animal experiments. The following PCR primers (5′–3′) were used for genotyping: Forward primer, TGACCCTCATGGAAGGTTAGAA; Reverse prime, GGACATTGCATTGCATGTTGG.

Mice were housed in a pathogen-free facility under a 12 h light/12 h dark cycle at controlled room temperature of 22–25 °C with free access to water and food in Guangzhou National Laboratory. All mice used in study were generated on a C57BL/6 genetic background and aged 2–4 months from the same litter. All animal experimental procedures were conducted in accordance with the appropriate guidelines and approved by the ethical committee for the use of laboratory animals at Guangzhou National Laboratory (GZLAB-AUCP-2023-01-A01).

### DSS-induced colitis model

The experiments were conducted as described previously (Wei et al, 2023a). In this study, two main methods were used to induce the acute experimental colitis. One was through continuous gavaging for consecutive 5 days by giving a dose of 4 g/kg/day DSS (MP Biomedicals) solutions to 8–10-week-old male mice, followed by normal water until sacrificed at the designated time points. The other was by giving 3% DSS dissolved in their drinking water for 5 consecutive days and colon tissues were collected at the designated time points. To evaluate the optimal therapeutic effect of SR9009 on colitis, SR9009 (MCE, HY-16989, 50 mg/kg) was administered intraperitoneally once daily for 5 consecutive days at ZT0, ZT8, and ZT12, respectively, starting on the third day of DSS-induced colitis in mice. Colon tissues were subsequently collected at day 8. Control group intraperitoneal injection of vehicle (corn oil solution containing 5% DMSO). The severity of colitis was assessed by daily monitoring of the mice’s relevant physiological status, including body weight, posture, and stool. DAI scores was determined based on the following criteria: weight loss (0 for no change, 1 for 5–10%, 2 for 10–15%, and 3 for >15%), body posture (0 for smooth fur without a hunchback, 1 for mild fur and hunchback, 2 for moderate fur and hunchback, and 3 for severe fur and heavy hunchback), and stool consistency (0 for normal, 1 for mild loose stool, 2 for loose stool and diarrhea, and 3 for bloody stools).

After euthanizing the mice, the intestines were collected and washed with iced PBS and fixed in 4% paraformaldehyde at 4 °C overnight. After dehydration and processing, the intestinal tissue was embedded in paraffin wax. Freshly intestines embedded in paraffin were used to prepare 5-μm-thick sections. These paraffin tissue sections were used to analyze its immune cell ratio and histological score and so on. Histological damage was scored based on goblet cells loss, mucosa thickening, inflammatory cell infiltration, submucosa cell infiltration, ulcers, and crypt abscesses. A score of 1–3 or 1–4 was given for each parameter with a maximal total score of 20, as previously described (Wang et al, 2018).

### Intestinal crypt isolation and organoid culture

Intestinal crypts were isolated and cultured as previously described (Qi et al, 2017). Briefly, mouse large intestines were isolated and longitudinally washed several times with cold PBS. The large intestine was incubated in cold PBS containing 2 mM EDTA at 4 °C for 30 min. Afterwards, the inner lumen of the large intestine is scraped with a scalpel to remove the crypts. The crypts were then resuspended in cold PBS and filtered through a 70 μm cell strainer (Corning) for purification. The fraction enriched through centrifugation at a speed of 500 × *g* for 1 min and embedded in Matrigel (Corning) and seeded in 24-well plates. The crypts embedded in Matrigel were cultured in ENRCY medium (Advanced DMEM/F12 supplemented with Penicillin/Streptomycin, GlutaMAX, N2, B27 and N-acetylcysteine) containing EGF (50 ng/ml, Novoprotein), Noggin (100 ng/ml, R&D), R-spondin1 (500 ng/ml, R&D), CHIR (5 µM, Selleck) and Y-27632 (10 µM, Selleck). To get rid of non-epithelial cells, subsequent experiments were started after 2–3 generations of organoid passaging. To activate Cre recombinase in organoids, 4-OHT (200 nM, Sigma) was added to the culture medium for 24 h, organoids were passaged at day 3 and observed or harvested for subsequent analysis at day 6. To assess the organoid growth, organoids were digested with TrypLE (Gibco, 12604021) into single cell culture for organoids diameter statistic and immunoblotting. The diameter was measured by ImageJ.

### RNA isolation and qPCR

Total RNA was extracted and purified from colonic crypts using TRIZOL reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. The same amount (1 µg) of total RNA were reverse-transcribed to cDNA using the HiScript III RT SuperMix (Vazyme). Quantitative real-time PCR (qRT-PCR) was performed on a QuantStudio 3 Real Time PCR system (Applied Biosystems) using the ChamQ SYBR Color qPCR Master Mix (Vazyme). The mRNA expression levels were normalized to a housekeeping gene, and the quantitative PCR primers were listed in Dataset EV5.

### Immunoblotting

The experiments were conducted as described previously (Gao et al, 2010). The colonic crypts were collected and lysed in RIPA lysis buffer (Beyotime) added with a protease and phosphatase inhibitor cocktail (Roche). Primary antibody used included rabbit anti-BMAL1 (CST, 14020S, 1:1000), rabbit anti-c-caspase 3 (CST, 9664S, 1:1000), rabbit anti-Bcl-2 (CST, 3498S, 1:1000), mouse anti-caspase 3 (Santa Cruz, sc-7272, 1:500), mouse anti-Bax (Santa Cruz, sc-7480, 1:500), mouse anti-GAPDH (ZSGB-Bio, TA-08, 1:10,000), rabbit anti-active β-catenin (CST, 8814, 1:1000) and mouse anti-Actin (ZSGB-Bio, TA-09, 1:10,000).

### Hematoxylin and eosin (H&E), Alcian Blue, immunofluorescence (IF) and immunohistochemistry (IHC)

The experiments were conducted as described previously (Wei et al, 2023b). Paraffin tissue sections obtained as described above were subjected to H&E or other staining. H&E staining and Alcian Blue staining were performed using a kit (Sangon Biotech) according to the manufacture’ instructions. For immunohistochemistry staining, human and mouse paraffin tissue sections were deparaffinized in xylene and graded to reduce the alcohol concentration, followed by antigenic repair with citrate and blocked for 60 min in PBS solution containing 0.1% Triton X-100 containing 3% BSA. Sections were then incubated with primary antibodies at 4 °C overnight, followed by adding secondary horseradish peroxidase conjugated antibodies (Invitrogen, 1:200) as indicated for 1 h and diaminobenzidine (DAB) chromogen. Finally, slides were dehydrated and mounted with neutral balsam. For immunofluorescence staining, sections were treated with the same antigenic repair treatment and blocked for 60 min in PBS solution containing 0.1% Triton X-100 containing 3% BSA. Next, the sections were incubated overnight at 4 °C with primary antibodies. Primary antibodies used included rabbit anti-BMAL1 (CST, 14020S, 1:400), rabbit anti-KI67 (Abcam, ab15580, 1:1000), rabbit anti-OLFM4 (CST, 39141, 1:500), rabbit anti-lysozyme (Abcam, ab108508, 1:500), rabbit anti-chromogranin A (Abcam, ab15160, 1:500), mouse anti-E-cadherin (CST, 14472, 1:1000), mouse anti-IL1β (Santa Cruz, sc-52012, 1:200), mouse anti-IFNγ (Santa Cruz, sc-8423, 1:100) mouse anti-F4/80 (Santa Cruz, sc-377009, 1:400), rabbit anti-CD45 (Abcam, ab10558, 1:1000) and rabbit anti-c-caspase 3 (CST, 9664S, 1:1000). After incubation with the primary antibodies, the sections were incubated with Alexa Fluor 488-, Alexa Fluor 594-conjugated secondary antibodies (Invitrogen, 1:1000) for 2 h at room temperature. Nuclei were stained with DAPI (Solarbio), and slides were dried and mounted using Antifade Mounting Medium (Invitrogen). Images were captured using a Zeiss LSM 980 META microscope, and images were processed using photoshop software. All images shown in this experiment are representative of at least three randomly selected attempts.

### TUNEL staining

Paraffin tissue sections were subjected to TUNEL staining using the in situ cell death detection kit (Roche) according to the manufacturer’s instructions, followed by DAPI co-staining as described above. Images were acquired using a Zeiss LSM 980 microscope.

### PI staining of organoids

Intestinal organoids in Matrigel stained with propidium iodide (PI) at a final concentration of 20 µg/ml each. The organoids were stained for 10 min and then washed three times with cold PBS for subsequent analysis microscopy. PI intensity was measured by ImageJ.

### C-caspase 3 staining of organoids

The GreenNuc™ Caspase-3 Assay Kit for colonic organoids purchased from Beyotime (Nanjing, China) was used to measure caspase 3 activity in cells according to the manufacturer’s introductions. Intestinal organoids in Matrigel stained with caspase 3 substrate at a final concentration of 5 µM. The organoids were stained for 30 min and then washed three times with cold PBS for subsequent analysis microscopy. C-caspase 3 intensity was measured by ImageJ.

### RNA-seq library construction and analysis

The RNA purity of RNA-seq samples was detected using Nanophotometer spectrophotometer (IMPLEN, CA, USA), and then the concentration and integrity of RNA samples were tested using Agilent Technologies 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA). The mRNA library was prepared using the NEBNext® UltraTM RNA Library Prep Kit for Illumina and paired-end sequencing was conducted on the Illumina platform employing a PE150 strategy by Novogene Bioinformatics Technology Co., Ltd (Beijing, China).

RNA-seq reads were aligned to the reference genome GRCm38 using the STAR software (version 2.2.1). Then the differential expression analysis was performed employing DESeq2 software (version 1.40.1). For functional enrichment analyses, GO and KEGG enrichment analyses were conducted, utilizing ClusterProfiler software (version 4.9.0). Gene Set Enrichment Analysis (GSEA) was performed using the fgsea software (version 1.27.0), Gene Set Variation Analysis (GSVA) was conducted with the R/Bioconductor GSVA package (version 4.3.2) to obtain pathway enrichment scores, and visualization was conducted using the ggplot2 package (version 3.4.2).

### CUT&Tag-seq

For CUT&Tag-seq, the libraries were prepared using a CUT&Tag 4.0 High-Sensitivity Kit (Novoprotein; N259-YH01) according to the manufacturer’s instructions. Colonic organoids were fixed in 1% formaldehyde and lysed with lysis buffer, followed by digestion with micrococcal nuclease. We used a rabbit anti-BMAL1 antibody (CST; 14020S) and goat anti-rabbit IgG secondary antibody.

CUT&Tag-seq reads were aligned to the reference genome GRCm38 using the hisat2 software (version 2.2.1), and only uniquely and non-duplicate mapped reads were used to perform the downstream analysis. The reads coverage and depth were calculated by samtools software (version 1.9). The BAM files were subjected to peak calling analysis using MACS2 (version 2.2.7.1) to identify regions in the genome exhibiting significant enrichment of reads. The identified peaks were further subjected to gene annotation analysis and visualization using the Chipseeker package (version 1.37.0) and IGV software (version 2.16.1).

### Circadian analyses

The experiments were conducted as described previously (De Los Santos et al, 2020; Wu et al, 2016). The rhythmicity of the oscillatory expression is measured by the JTK cycle through the MetaCycle R package. With the settings of Period = 24 h and adj.*p* < 0.05, oscillatory patterns were defined as rhythmic.

### Statistical analysis

All experiments were conducted independently at least three times. Each experiment contained at least two biological replicates. The data were presented in column graphs as means ± SD. The normality of all samples was tested using the Shapiro–Wilk test. Unpaired two-tailed t-test, one-way ANOVA, and two-way ANOVA analysis were used to compare differences as indicated in the figure legends. The statistical analysis was performed with GraphPad Prism 9.0 software. Ns indicates no significance. Exact details are listed in Dataset EV6, and the exact *P* values are displayed in the figures.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Figure EV2F Source Data

Expanded View Figures

## Data Availability

The bulk-RNA sequencing data and CUT&Tag sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE271317 and GSE254225. The source data of this paper are collected in the following dataset: S-BIAD1672. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00464-y.

# Supplementary material for: Genetic disruption of the circadian gene Bmal1 in the intestinal epithelium reduces colonic inflammation
**Source:** EMBO Rep. 2025 Apr 30;26(12):3138–61. doi: 10.1038/s44319-025-00464-y
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

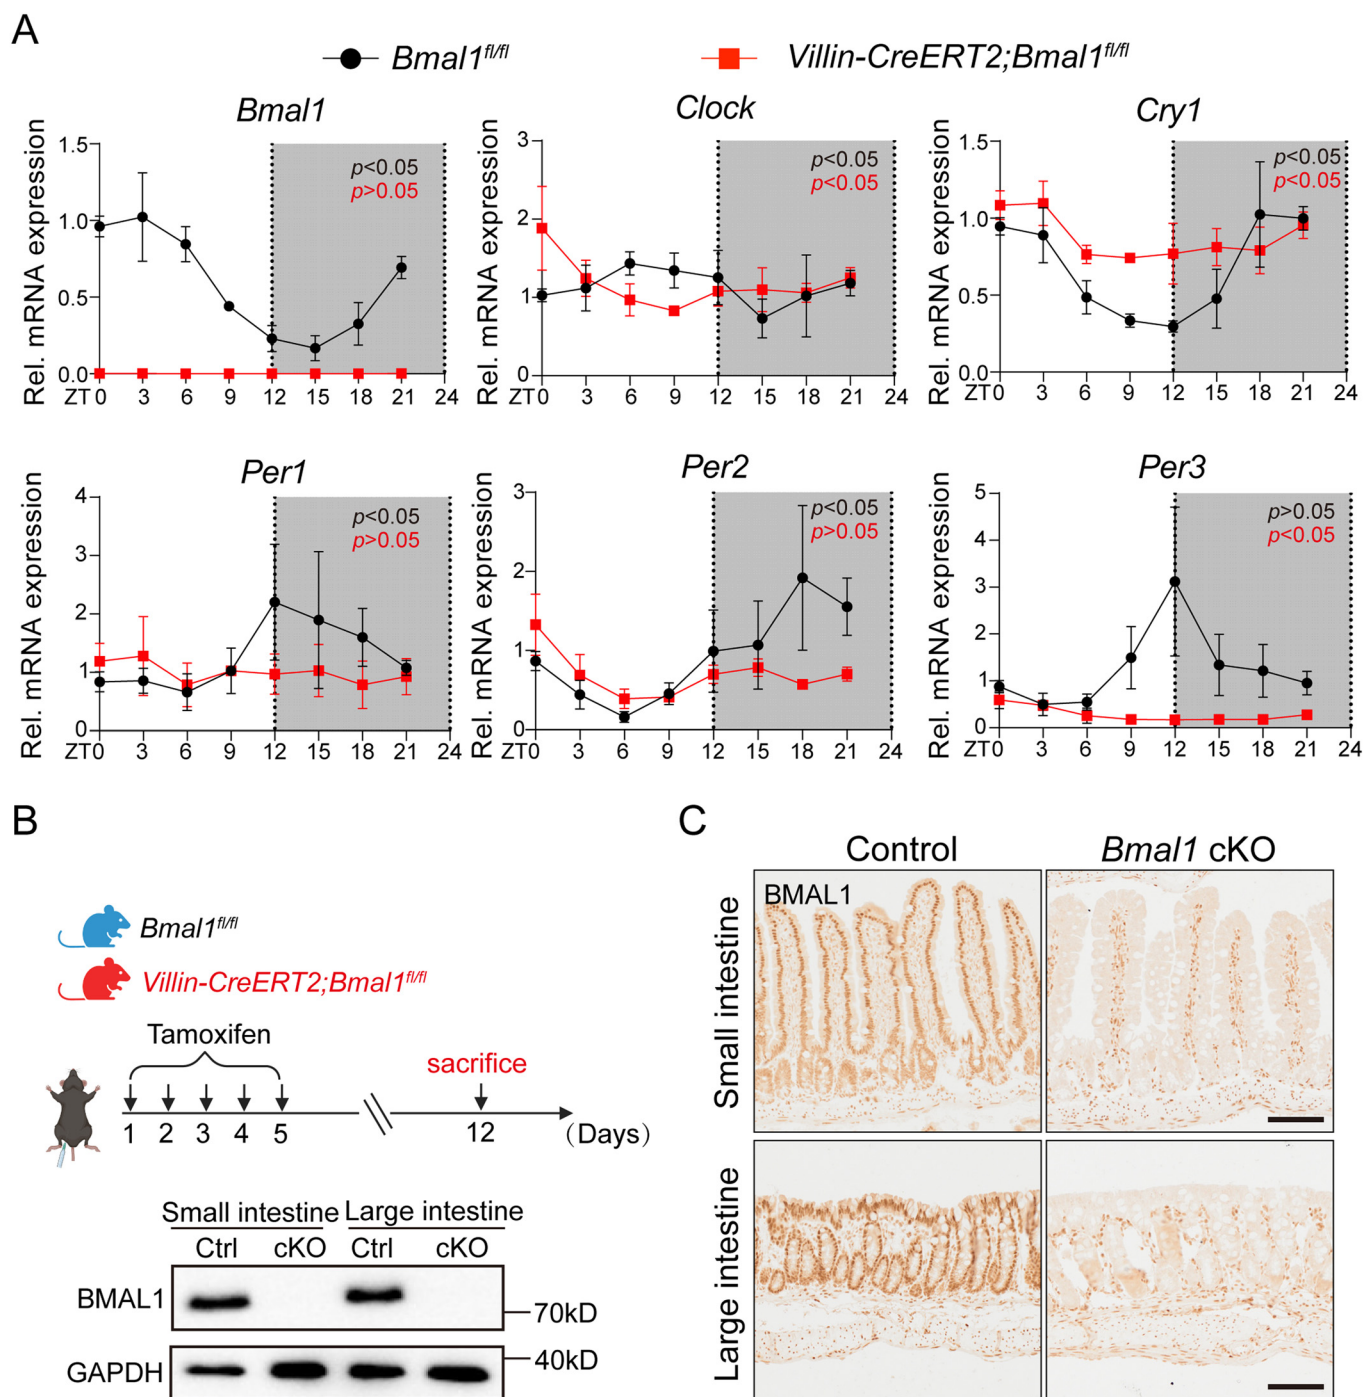

**Figure EV1. Dynamic expression of circadian clock genes in the colonic epithelium.**

(A) RT-qPCR analysis of mRNA levels of circadian genes in the colonic crypts of control and *Bmal1* cKO mice. The colonic epithelia were collected at 3-h intervals over a 24-h period in a day.  $n = 3$  mice for each group. Shaded areas represent mice in the dark. (B) After consecutive daily tamoxifen injection for 5 days to induce specific knockout of *Bmal1* in the mouse intestinal crypts, tissues were harvested 7 days later for immunoblotting to examine BMAL1 and GAPDH protein levels. (C) Immunohistochemical analysis of BMAL1 in intestine sections from control and *Bmal1* cKO mice. Scale bar: 100  $\mu$ m. Data information: Data are presented as mean  $\pm$  SD. The rhythmicity of the oscillating pattern was measured by the JTK cycle through the MetaCycle R package. With the settings of Period = 24 h and  $\text{adj.}p < 0.05$ , expression patterns were then defined as rhythmic.

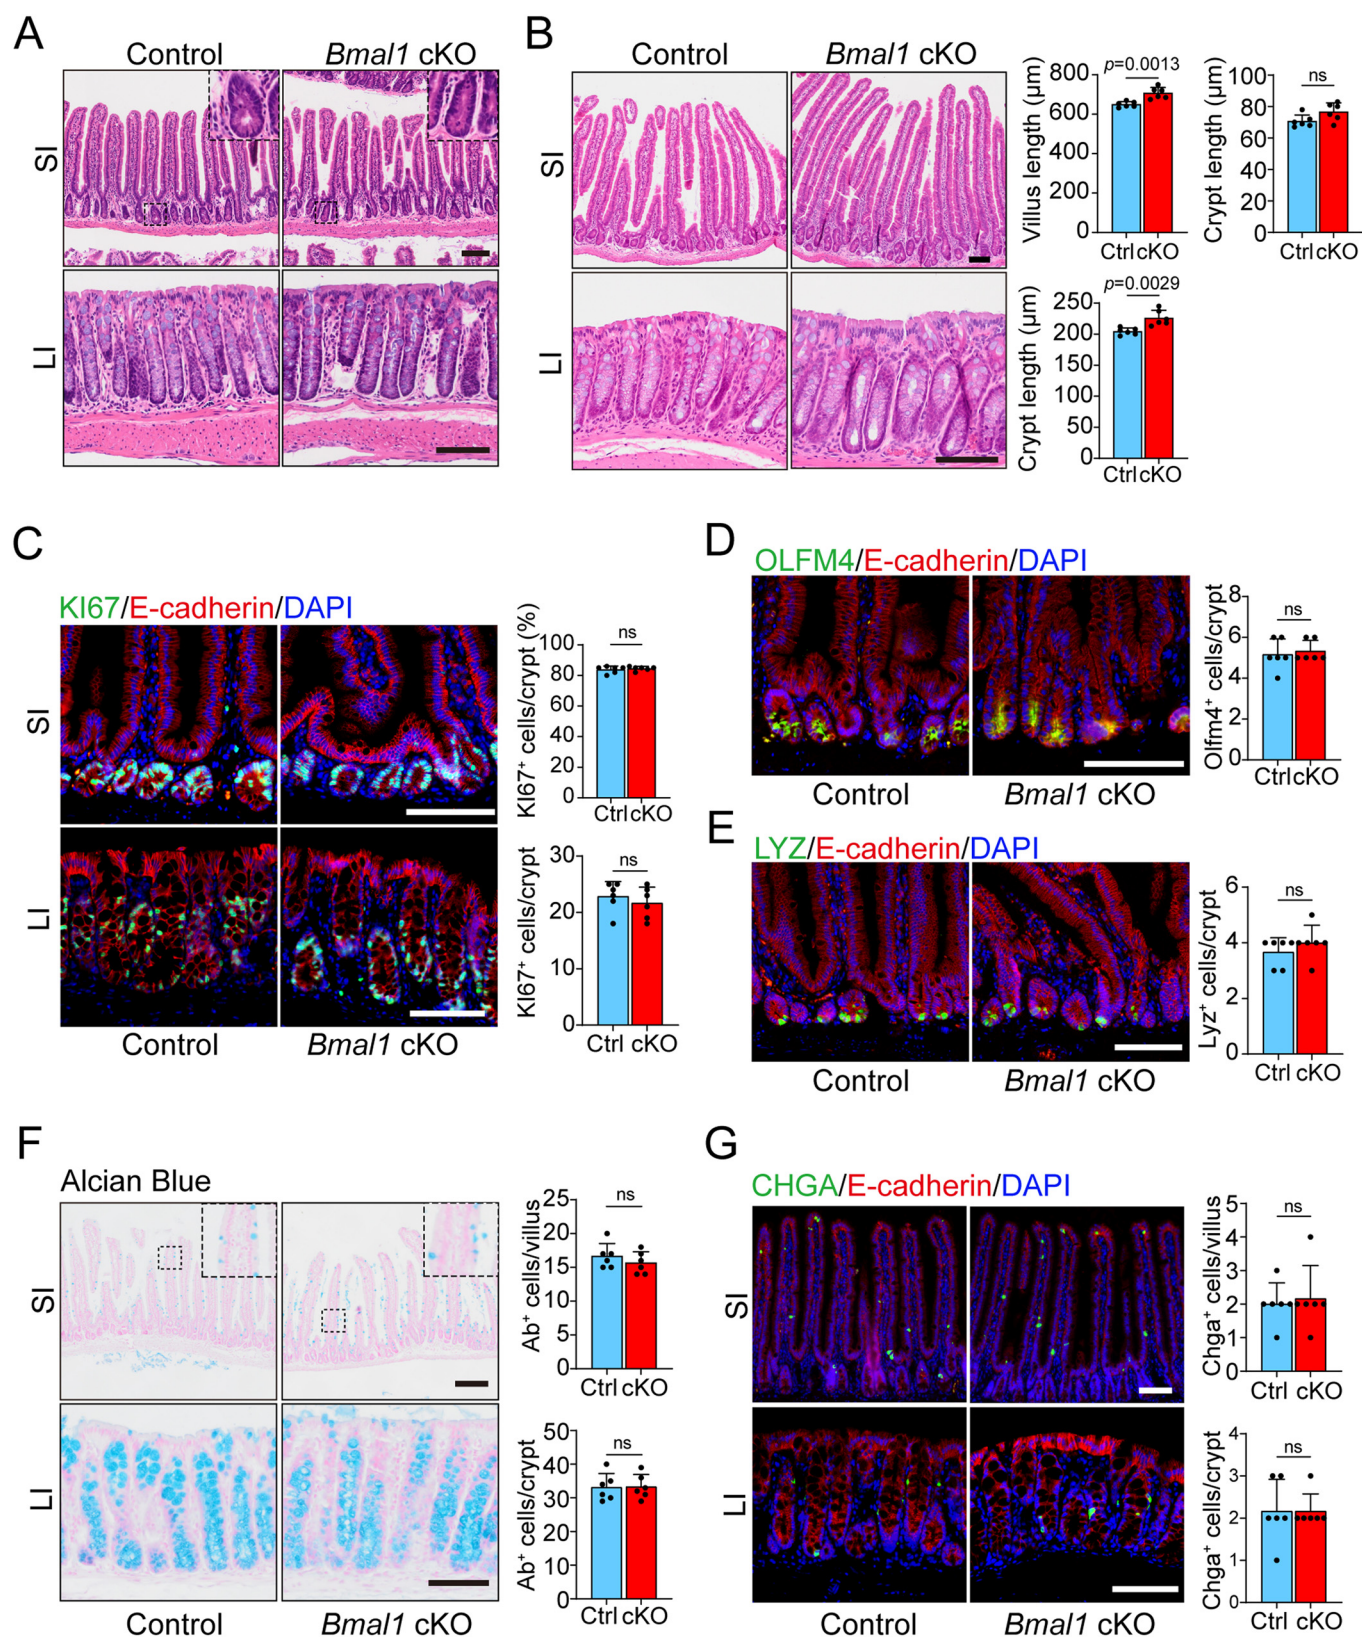

◀ **Figure EV2. Ablation of *Bmal1* in the colonic epithelium does not affect the renewal and differentiation of colonic epithelial cells.**

(A) Histological images of the small intestine (SI) and large intestine (LI) from control and *Bmal1* cKO mice. Scale bar: 100  $\mu$ m. (B) Histological images and quantification of villus length (top, left) and crypt length of the proximal small intestine (top, right) and distal large intestine (bottom) from control and *Bmal1* cKO mice.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. (C) Immunofluorescence staining (left) of KI67<sup>+</sup> TA cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of KI67<sup>+</sup> TA cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice. Epithelial cells were stained by E-cadherin.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. (D, E) IF staining for OLFM4<sup>+</sup> ISCs and LYZ<sup>+</sup> Paneth cells (left) and quantification results of OLFM4<sup>+</sup> and LYZ<sup>+</sup> cells (right) in the small intestinal from control and *Bmal1* cKO mice.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. (F) Alcain blue staining of goblet cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of goblet cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. (G) IF staining (left) of CHGA<sup>+</sup> enteroendocrine cells in the SI and LI from control and *Bmal1* cKO mice. Quantification (right) of CHGA<sup>+</sup> cells in the SI (top) and LI (bottom) from control and *Bmal1* cKO mice. Epithelial cells were stained by E-cadherin.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. Data information: Data are presented as mean  $\pm$  SD. The data were analyzed by two-tailed Student's t-test (B–G). The exact *P* values are displayed. ns, no significance. Source data are available online for this figure.

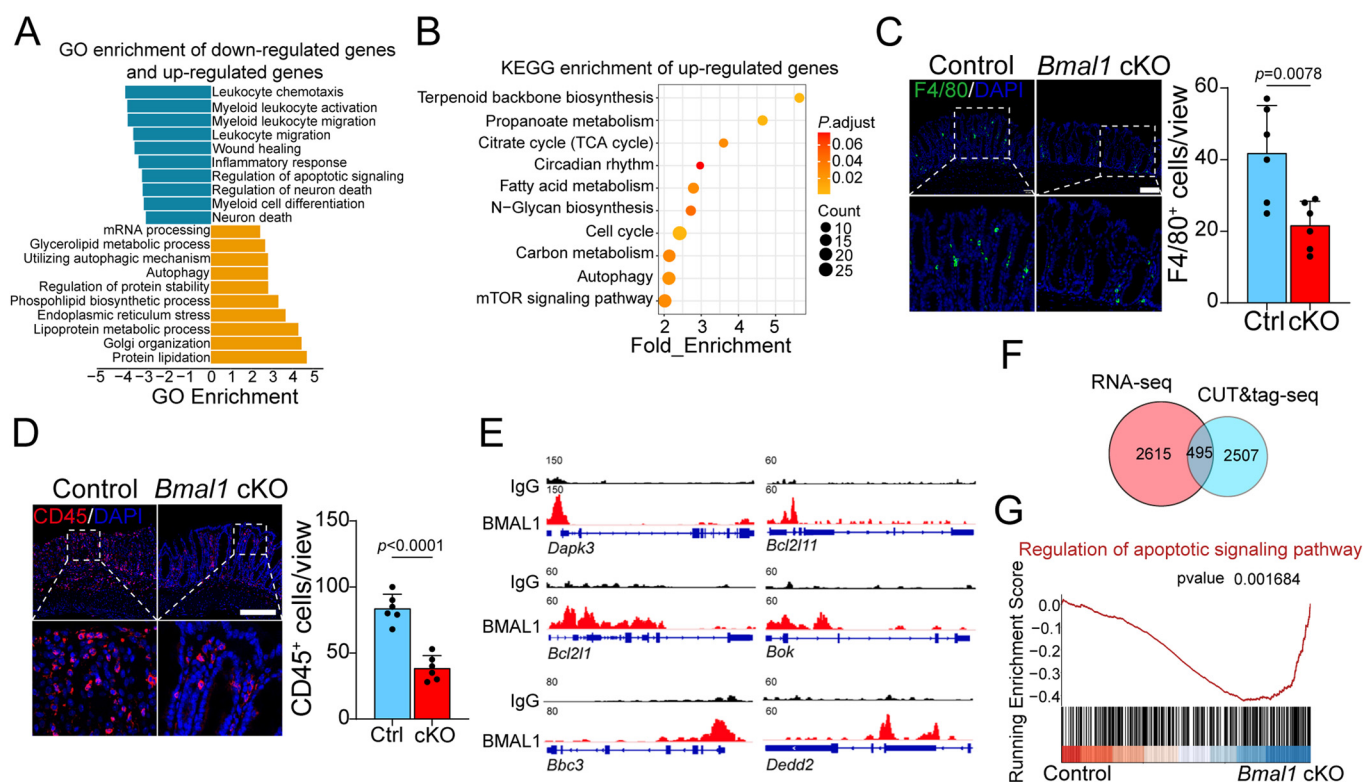

**Figure EV3. Ablation of *Bmal1* in the intestinal epithelium is accompanied by reduced inflammation and immune response.**

(A, B) GO enrichment (A) of upregulated genes and downregulated genes in the colonic crypts of *Bmal1* cKO mice and KEGG enrichment (B) of upregulated genes in the colonic crypts. The tissues were collected from control and *Bmal1* cKO mice, respectively, after 3% DSS drinking for 5 days, followed by a switch to normal water drinking for 2 days. (C, D) IF staining for F4/80 (C) and CD45 (D) and quantification of F4/80<sup>+</sup> and CD45<sup>+</sup> cells (right) in the distal colon sections from control and *Bmal1* cKO mice.  $n = 6$  mice for each group. Scale bar: 100  $\mu$ m. (E) Genomic views of BMAL1 CUT&Tag-seq assay enrichment at the promoters of the apoptosis-related genes in colonic organoids from control mice. (F) Venn diagram shows the overlapped genes between anti-BMAL1 CUT&Tag-seq assay and downregulated genes by RNA-seq in *Bmal1* cKO mice. The colonic organoids from wild-type mice were collected for CUT&Tag-seq assay. The tissues were collected from *Bmal1* cKO mice after 3% DSS drinking for 5 days, followed by a switch to normal water drinking for 2 days for RNA-seq. (G) GSEA of apoptosis gene sets enriched with decreased genes in colonic crypts from *Bmal1* cKO mice. Data information: Data are presented as mean  $\pm$  SD. The data were analyzed by two-tailed Student's *t*-test (C, D). The exact *P* values are displayed.

**Figure EV4. Ablation of *Bmal1* suppresses differentiation but does not affect stemness and proliferation in vitro.**

(A) RT-qPCR analysis of the mRNA expression of *Muc2*, *Chgb*, *Chga* and *Alpi* from control or *Bmal1* cKO organoids on day 6.  $n = 3$  biological replicates. (B, C) Immunofluorescence staining for MUC2 (B) and CHGA (C) and quantification of MUC2<sup>+</sup> and CHGA<sup>+</sup> cells (right) from control or *Bmal1* cKO organoids.  $n = 9/10$  organoids for each group. Scale bar: 100  $\mu$ m. (D) RT-qPCR analysis for the mRNA expression of *Lgr5* and *Ki67* in control and *Bmal1* cKO organoids at day 3 starting at single cells.  $n = 3$  biological replicates. Data are presented as mean  $\pm$  SD with statistical analyses determined by two-tailed Student's t-test (B, C) and two-way ANOVA with Tukey's multiple comparisons test (A, D). The exact  $P$  values are displayed. ns, no significance.

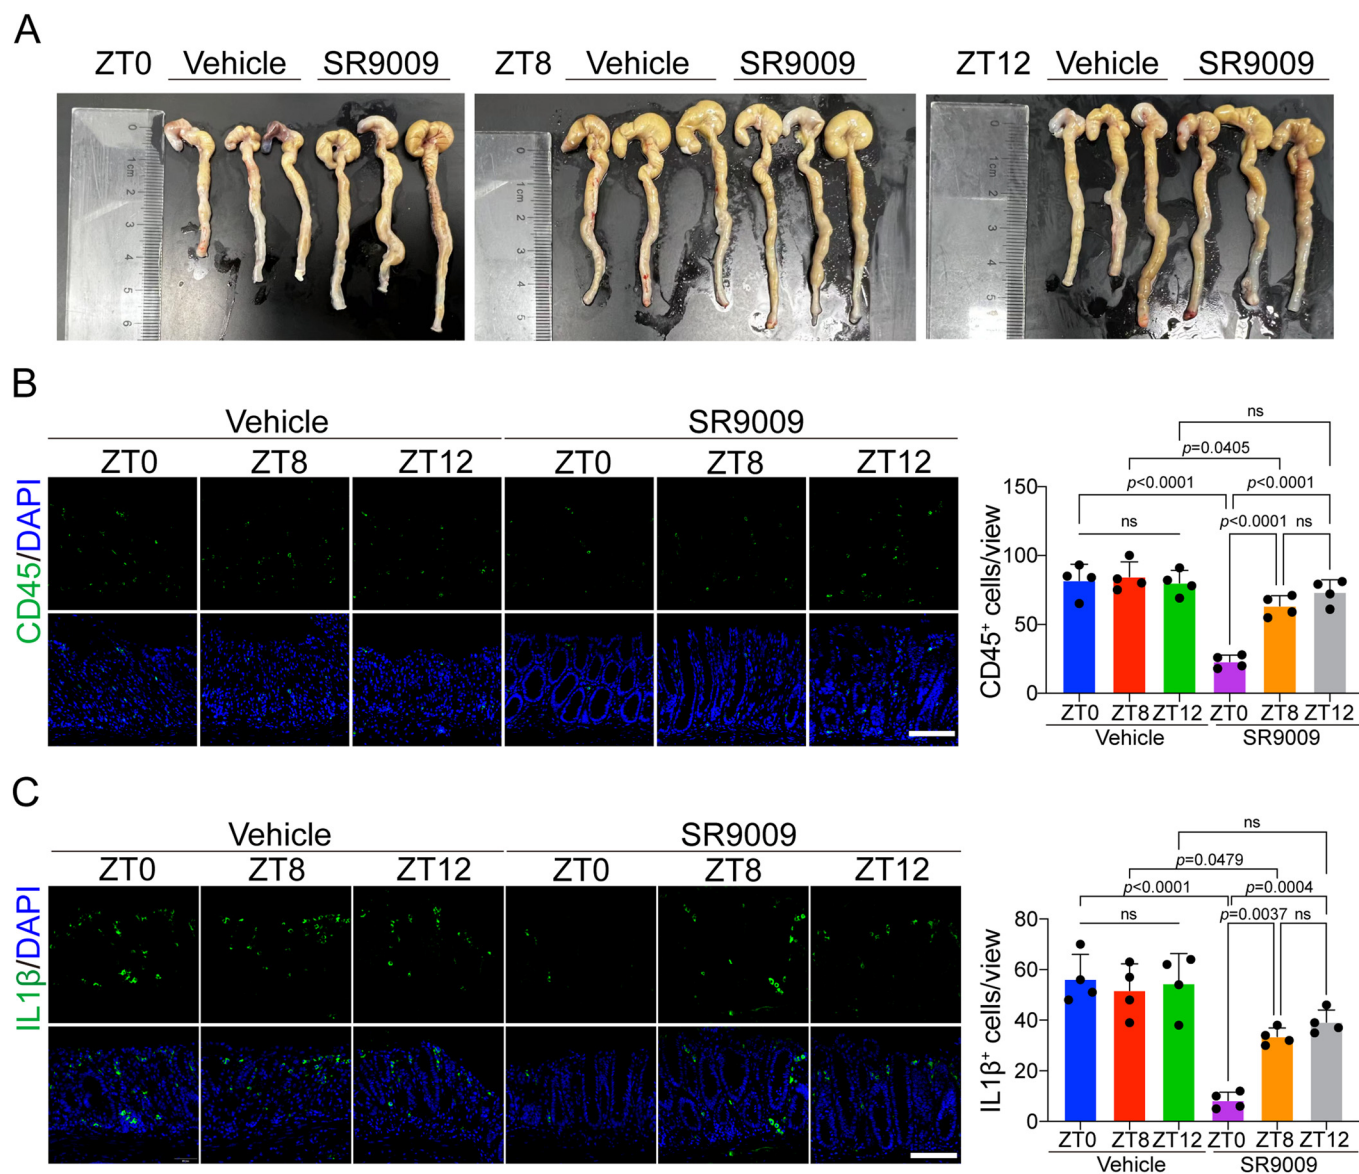

**Figure EV5. Mice treated with SR9009 at ZT0 have less immune cell infiltration.**

(A) Colon length from six groups of mice. (B, C) Immunofluorescence staining for CD45 (B) and IL1 $\beta$  (C) and quantification of CD45 $^{+}$  and IL1 $\beta$  $^{+}$  cells (right) in the distal colon sections from six group of mice.  $n = 4$  mice for each group. Scale bar: 100  $\mu$ m. Data information: Data are presented as mean  $\pm$  SD, analyzed by one-way ANOVA with Tukey's multiple comparisons test (B, C). The exact  $P$  values are displayed. ns, no significance.

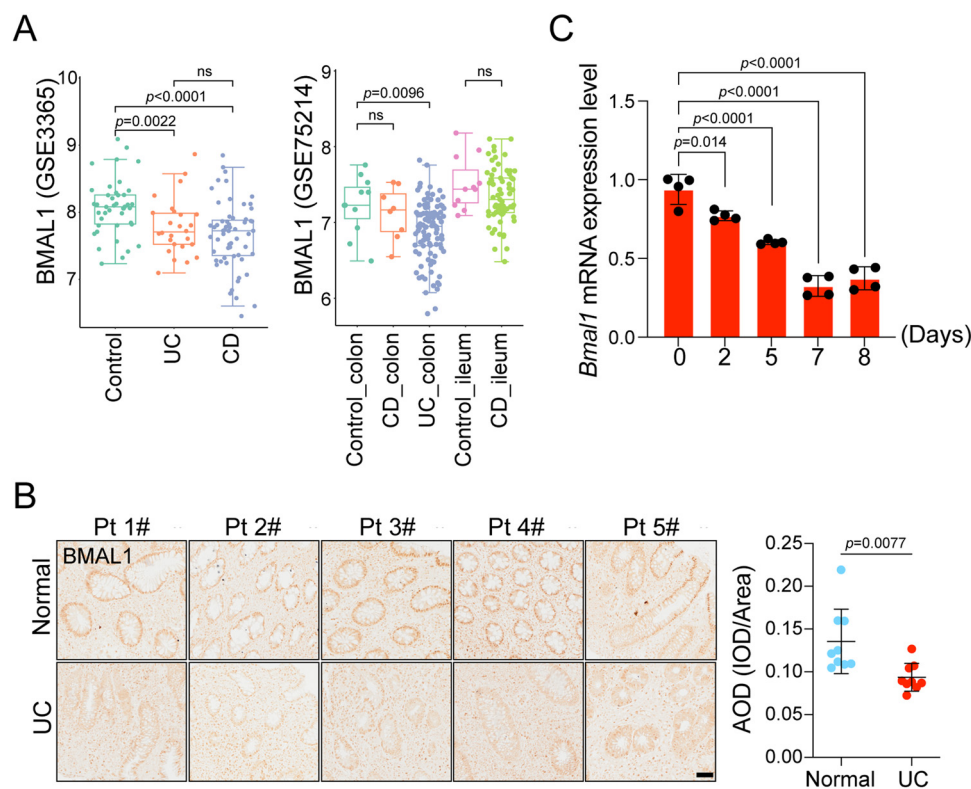

**Figure EV6. BMAL1 expression is reduced in clinical UC tissues.**

(A) Box plot showing mRNA expression of *BMAL1* in healthy and IBD patients using datasets GSE3365 (Burczynski et al, 2006; Data ref: Burczynski et al, 2006) and GSE75214 (Vancamelbeke et al, 2017; Data ref: Vancamelbeke et al, 2017). The central line represents the median. The box spans from the 25th to the 75th percentile. Whiskers extend to the smallest and largest values. All points are presented. GSE3365: Control,  $n=42$ ; UC,  $n=26$ ; CD,  $n=5$ . GSE75214: Control\_colon,  $n=11$ ; CD\_colon,  $n=8$ ; UC\_colon,  $n=97$ ; Control\_ileum,  $n=11$ ; CD\_ileum,  $n=67$ . (B) Immunohistochemical analysis (left) of BMAL1 (CST, 14020S) in healthy and inflammatory regions of colonic epithelium from UC patients. Quantification of the IHC staining results by calculating the average optical density (AOD) from normal and inflammatory regions of colonic epithelium from UC patients.  $n=9$  patient. Scale bar: 50  $\mu$ m. (C) RT-qPCR of *Bmal1* mRNA expression in the colonic crypts of control and *Bmal1* cKO mice at different time points.  $n=4$  mice at different time points. Data information: Data are presented as mean  $\pm$  SD, analyzed by two-tailed Student's t-test (B), one-way ANOVA with Tukey's multiple comparisons test (C). The exact  $P$  values are displayed. ns, no significance.

How the deposited data were processed for this re-analysis (not part of the article)

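Colonic epithelial cells of 2 control mice and 2 mice labelled *Bmal1* cKO were sequenced on day 7 after the start of 3% DSS, and the 4 libraries were compared as these 2 groups. The authors aligned the reads to GRCm38 with STAR (version 2.2.1 as the methods state) and computed differential expression with DESeq2 (version 1.40.1 as the methods state). The paper's text names neither the counter nor the annotation release. The values the authors deposited for each library and their mean are a signal, namely gene counts divided by a size factor. The authors also deposited log2 fold changes with standard errors, a score (the Wald statistic), and a p-value with its adjusted p-value. The smallest mean normalized count listed was 3.39, and 16015 genes were listed, of which 16008 were matched to the annotation.

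Whole reads were recovered from the deposited values of each library, and DESeq2 1.42.0 on these reads gave a log2 fold change within 0.01 of the deposited one for 99.93% of the genes. The reads on listed genes ranged from 10312791 to 14156639 per library. The smallest amount counted as detectable was 3 reads, and a fall to or below it is given as a lower bound. The bound uses the mean of the control mice. Reads were not counted by molecule, so such bounds cover counting error only.

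Normalized counts were taken to log2(value + 1) and tested for the 13983 genes with a mean of at least 10 by limma 3.58.1 with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were tested by camera with an inter-gene correlation of 0.01 over 26 Reactome sets and 28 gene lists, each adjusted apart. A further 2 lists were written after the data were examined. The overlap with BMAL1 peaks was tested by Fisher's exact test, two-sided, on the 10 chromosomes that the available part of Dataset EV2 covers in full, and the rest of the dataset was not analysed here. The Gene Ontology and KEGG sets of the paper were not used here, and neither were the RNA sequencing over the day and the human samples.

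The genes named were all genes read from the paper's figures and text and the 5 genes that fell and the 5 that rose most, among genes with a mean of at least 100, an adjusted p under 0.05 and no overlap between the groups. Some of these genes and sets are not reported. This rule was set before the data were examined, as were the alternatives, namely other pseudocounts (0.5 and 5), filters, scalings, gene set tests and thresholds, edgeR 4.0.16 and DESeq2 on the recovered reads, fgsea 1.28.0, a block for the mouse number, a loess correction (span 0.3) of each library for GC content and length, and leaving out each mouse. With 2 mice per group no exact permutation test and no outlier test was possible, and a fit that leaves out a mouse gives values only.

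The steps were tested on simulated data. With 200 genes changed and no bias, 161 of them and 16 unchanged genes were called. With a GC content bias added, whose slope was chosen after the trend in the libraries was seen, 6216 unchanged genes were called without the correction and 15 with it. For the overlap, a planted odds ratio of 2 was recovered as 2.02. Where binding and calls both followed expression with nothing else planted, the plain test gave 1.92 and the test matched on expression 0.971, so the plain odds ratios also carry differences in expression. The sets singled out in the text, the gene set results called reversed, and the sets compared among bound genes were chosen after the values were seen.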

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

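The tests of interferon-inducible genes were set after 5 such genes had been noticed, on 33 others, and before the result for those was seen. The tests of library depth and of the genes with the most reads were chosen only after the result was seen.

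The paper does not discuss the 5 genes that rose most in the libraries labelled *Bmal1* cKO. In these libraries the reads of *Bmal1* itself were only slightly lower (log2 fold change of -0.16, adjusted p = 0.389, and -0.40 to -0.06 over 13 alternatives). The log2 fold changes of the 5 genes were 5.05 for *Iigp1*, 4.80 for *Gsdmc3*, 4.74 for *Mal*, 3.81 for *Fut9* and 3.64 for *Gsdmc2*, each higher in 2 of 2 libraries. After the correction for GC content and length they were 3.94, 4.29, 4.62, 2.39 and 3.20, each with an adjusted p under 0.05, so GC content does not account for all of the rise. Over all alternatives the adjusted p of *Iigp1* lay between 7.15e-04 and 0.0381. Thinning all libraries to the smallest total left 3172 genes at least 2-fold lower, and the share of reads on the 10 genes with the most reads differed by 3.06 percentage points between groups, so depth and a few abundant genes were not the source of the imbalance of 2-fold changes. Reads shared between *Gsdmc2* and *Gsdmc3*, or between *Iigp1* and its paralogs, were not tested. No biological explanation was tested for these 5 genes one by one.

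Interferon-inducible genes other than the 5 first noticed shifted by 0.90 as a list of 33 genes (adjusted p = 0.0584 over the 2 lists written after the data were examined, unadjusted p = 0.0292). A candidate explanation is a stronger interferon response in the mice labelled *Bmal1* cKO. The shift of 0.8986 did not pass the threshold after adjustment, and 6 of 17 alternatives did, with adjusted p between 6.76e-06 and 0.884. Whether missing the threshold in one of these fits counted against the explanation or left it open was decided after the values were seen, as open. After the correction for GC content and length the shift was 0.7523 (adjusted p = 0.00206), so GC content bias does not account for most of it. With each mouse left out in turn it ranged from 0.53 to 1.47. Since some of these fits pass and others do not, the explanation is left open.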

How the results depend on the processing

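All alternatives were set before the data were examined, except the authors' deposited columns with an unadjusted p. A gene set is called reversed here when its shift changes sign or its test passes in the other direction. This rule was set after the values were seen. Under the first rule, any change in the direction of the test, further sets counted as reversed, none of them past the threshold. The cause of the changes below was not tested.

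With the correction for GC content and length 2458 genes were lower and 2570 higher, 265 of them called in the other direction, and 842 were at least 2-fold higher. Together with a replicate block it gave 2077 and 2177. The deviations of same-numbered mice had a correlation of -0.0908, so the numbers do not pair the mice, and the block alone gave 3789 and 3899. At an adjusted p under 0.01, 2136 genes were lower. Apart from that, with an adjusted p under 0.05 and a log2 fold change of at least 1, 2600 genes were lower and 1927 higher. With a mean of at least 50, 2109 were at least 2-fold lower. With library total scaling, 1417 were at least 2-fold higher and 61.3% of the called genes were lower against 48.8%, with the median of all genes at -0.26. Under pseudocounts of 0.5 and 5, TMM, edgeR and DESeq2 the counts stayed within 1.5 times. Leaving out each mouse gave 3213 to 3425 genes at least 2-fold lower and 2186 to 2280 higher. With 2 mice per group a small move is nearly fixed by the design and shows no stability.

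Of 56 named genes the correction for GC content and length left 43 alike, 8 weaker and 5 reversed (with the block 40 alike, 10 weaker, 1 stronger and the same 5 reversed), namely *Bax* (0.59), *Dapk3* (0.18), *Bad* (0.59), *Mki67* (-0.41) and *Alpi* (0.26). *Mki67* also reversed with edgeR (-0.0015), library total scaling (-0.22) and quantile normalization (-0.40), and *Alpi* with quantile normalization (0.28).

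Of 26 Reactome sets 3 passed, against 1 with a mean of at least 50, 5 with the replicate block, 8 with the GC and length correction (8 with the block too), 5 with fry, 7 with fgsea and 9 against random lists. With the inter-gene correlation estimated, camera passed 0 sets and 0 lists, and 0 at an unadjusted p under 0.05, including cytokines and chemokines (-2.43, adjusted p = 0.595, against 2.32e-05 to 0.595 over the alternatives). The citric acid cycle passed in 11 of 17 alternatives and not with a mean of at least 50 (adjusted p = 0.107), library total scaling (0.0914), quantile normalization (0.885), fry (0.0559), random lists (0.949) or the estimated correlation (0.975). Cholesterol biosynthesis passed in 11 of 17 and not with a mean of at least 50 (0.107), quantile normalization (0.0582), edgeR (0.111), fry (0.157), random lists (0.0648) or the estimated correlation (0.975).

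With quantile normalization apoptosis (-0.13), intrinsic apoptosis (-0.30), interleukin-6 (-0.51), mTOR (-0.024), fatty acid metabolism (-0.026), autophagy (-0.048) and the citric acid cycle list (-0.11) reversed. With the GC and length correction, with or without the block, interleukin-6 (-0.039), epithelial markers (0.30) and pro-apoptotic genes (0.023) reversed. With a mean of at least 50 interleukin-6 (-0.060) did so. Against random lists pro-apoptotic genes (-0.37) passed, and with fry autophagy (0.10). B cell receptor signaling (adjusted p = 0.0295) and chemokines and their receptors (8.67e-04) also passed against random lists. Under fry mTOR (0.0325), fatty acid metabolism (0.0325), the unfolded protein response (0.0363) and N-linked glycosylation (0.0363) passed as well, and extracellular matrix organization did not (0.101). Leaving out each mouse gave 0.20 to 0.29 for apoptosis, -0.25 to -0.029 for interleukins, -0.35 to -0.26 for pro-apoptotic genes and 0.044 to 0.21 for autophagy.

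For BMAL1-bound genes among genes lower the odds ratio was 0.99 with DESeq2, 0.88 with the GC and length correction and 0.94 with the block too, and passed at 1.20 with library total scaling, 1.18 without a filter, 1.499 with quantile normalization and 1.24 with the background matched on expression. With the authors' deposited columns at an unadjusted p and a fold limit it was 0.76 (p = 9.06e-04). Among genes higher it was 1.04 with a mean of at least 50, 0.95 with quantile normalization and 0.74 with the matched background, where it passed in the other direction.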

Differences from the paper's values

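The paper's Venn diagram shows about 3100 downregulated genes in Fig. EV3F, read by eye, and 3871 genes were lower here. These differ by less than 1.5 times. Counting the authors' deposited columns at an unadjusted p under 0.05 and a log2 fold change under -1 gives 3110 genes, a setting chosen after seeing the values, from several combinations of thresholds tried.

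The paper states that *Ifng* decreased, by RT-qPCR in Fig. 3D. Here it had 1.69 and 0 normalized counts in the control libraries and 11.3 and 5.41 in the libraries labelled *Bmal1* cKO, too few to be tested. The paper states that *Il1a* and *Il6* decreased. Here their log2 fold changes were -2.18 (adjusted p = 0.154) and -1.87 (adjusted p = 0.164). *Il6* passed the threshold in 1 alternative, the correction for GC content and length with the mice paired by number (adjusted p = 0.0338), and *Il1a* in none. *Il10rb*, matched to a label of Fig. 3C that could also mean another gene, had a log2 fold change of 0.24.

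The paper reports apoptosis among the processes of the downregulated genes. Here the Reactome set for apoptosis shifted by 0.25 (adjusted p = 0.461) and passed the threshold in none of 17 alternatives. The list of pro-apoptotic genes shifted by -0.37 and passed in 1 of 17, against random lists matched on expression (adjusted p = 0.0377). The paper reports repression of interleukin responses by gene set enrichment. Signaling by interleukins shifted here by -0.10 and passed in none of 17. These are other sets and tests than the paper's.

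The paper reports autophagy among the processes of the upregulated genes. The list of autophagy genes shifted by 0.10 and passed in 1 of 17 alternatives, the self-contained test fry (adjusted p = 0.0391).

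The paper reports binding of BMAL1 at the promoters of several apoptosis-related genes, among them *Bax* and *Bak1*. Not all of the genes it names are compared here. The available part of Dataset EV2 covers the chromosome of *Bak1* in full and lists no peak annotated to it, nor one within 5 kb. Of the other Fig. 3I genes, the same holds for *Aatf*, *Akt1* and *Unc5b*, whereas *Rela* has a listed promoter peak. *Bax* lies on a chromosome that this part does not cover.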

Other observations

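Chosen only after the result was seen were the tests of GC content within gene sets, of the Y chromosome, of the choice of apoptosis genes, of leukocyte and stromal cells, and of a mislabelled sample. A comparison of genes of the colonic regions was begun and not carried through once its values were seen. Of its 8 tested genes 3 were higher and 2 lower with an adjusted p under 0.05. Among them *Hoxd13* was higher (log2 fold change of 2.15), and *Car4* (-1.97) and *Hoxa11* (-1.15) were lower. As a list these genes shifted by 0.29 (adjusted p = 0.836 from camera).

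The log2 fold change fell with GC content in 413 of 413 Reactome sets of at least 30 genes, 100% of them, whatever their function, with a median rho of -0.60. With a rho of -0.61 over all genes a fall is likely in any such set. The number therefore shows only that the trend was not confined to some functions. Within a group the largest rho between 2 libraries was 0.1237, so a variation from library to library of that size does not reach the trend between groups. The 4 genes of the Y chromosome, higher by 0.46 to 1.52, had a median log2 fold change of -0.1861 after the correction and lay between -0.86 and 0.14. *Eif2s3y* went from 0.46 to -0.86 (adjusted p = 0.00503), past 0 and farther from it than before, so these genes leave open whether a GC content bias raised them. A GC content bias that differs between the groups is a candidate explanation for the trend, and the gene sets do not test it apart from the trend itself. The design has no batch recorded apart from the groups, so such a bias and a biological cause of the trend cannot be told apart, and the correction may also remove biological differences.

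Of the 11 apoptosis genes in Fig. 3I, 5 were lower with an adjusted p under 0.05 after the correction, between the limits set for and against GC content bias. The list as a whole still passed (shift of -0.38, adjusted p = 0.0356, against 2.01e-07 to 0.595 over the alternatives). Its genes were chosen by the paper for being lower in these libraries, so that test cannot decide the question. *Aatf* (-1.19 and -1.21 after the correction) and *Bcl2l11* (-1.13 and -1.39) did not move toward 0, although *Bcl2l11* did not pass with the replicate block as well (adjusted p = 0.0522). GC content bias as corrected here therefore does not account for the fall of these 2 genes. For the genes that no longer passed, these libraries alone cannot tell the fall apart from such a bias. For *Bax* and *Bak1* the paper also reports a fall in colonic crypts by RT-qPCR, which does not rest on these libraries. The list of pro-apoptotic genes, without those it shares with Fig. 3I, shifted by 0.2151 (adjusted p = 0.887 from camera). The genes left out were chosen by the paper for being lower, which raises the shift of the others by construction, so this does not show whether the fall rests on the choice of genes.

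Leukocyte marker genes shifted by -3.127 and stromal marker genes by -3.79, more than the -2.43 of the cytokines and chemokines, with a negative log2 fold change in 37 of 37 and 22 of 22 genes. After the correction the shifts were -2.95 for leukocyte genes and -3.73 for stromal genes against -3.073 for the cytokines and chemokines, so the order no longer held for leukocyte genes. Epithelial marker genes shifted by -0.41 (adjusted p = 0.0446), against what fewer leukocytes and stromal cells alone would give, and by 0.30 after the correction (adjusted p = 0.264). Fewer leukocytes and stromal cells in the libraries labelled *Bmal1* cKO remain a candidate explanation for the lower cytokine genes that these values leave open, from the tissue or from the isolation of the cells. The cytokine and chemokine list passed after the correction, so GC content bias does not account for it.

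The reads of *Bmal1* were slightly lower in both libraries labelled *Bmal1* cKO and did not pass the test. Of 8 genes that BMAL1 activates, 7 were listed, 5 were lower in both of these libraries than in either control library, and 3 had an adjusted p under 0.05. So 5 genes follow the labels in the direction that a mislabelled sample would not give. Among them *Nr1d1* fell most (log2 fold change of -5.67, adjusted p = 0.00112, and -4.81 after the correction for GC content and length). With 3871 of the 13983 tested genes lower, these 5 genes alone do not show the genotype. The correction also moved *Per1* (from -1.80 to -0.58, adjusted p = 0.0370) and *Dbp* (from -3.49 to -1.96, adjusted p = 0.103) toward 0. Clock genes changed in both directions, with log2 fold changes of -1.80 for *Per1* (adjusted p = 0.00110), 2.13 for *Usp2* (adjusted p = 0.00155), 2.30 for *Cry1* (adjusted p = 5.33e-04) and 1.44 for *Per2* (adjusted p = 0.00177), and the Reactome set of BMAL1:CLOCK targets shifted by -0.12 (adjusted p = 0.969).

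Within 10 classes of GC content, the odds ratio of BMAL1-bound genes among genes lower was 0.9502 against 1.09 over all genes, a change of direction, so the GC content of bound genes may account for the small excess. For genes higher it was 1.75 against 1.29.

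*Mki67* had a log2 fold change of 0.01 (adjusted p = 0.953). It was lower past the threshold in 2 of 13 alternatives. These were the correction for GC content and length (-0.41, adjusted p = 0.0451) and quantile normalization (-0.40, adjusted p = 0.0341). The log2 fold change was 2.79 for *Lgr5* (adjusted p = 0.00813), -1.41 for *Muc2* (adjusted p = 0.0172, and 0.0508 after the correction), and -3.62 for *Chga*. A list of 13 goblet cell marker genes shifted by -1.37 (adjusted p = 0.00753 from camera), and by -1.14 after the correction (adjusted p = 0.00257). After DSS the paper reports higher *Lgr5* and *Ki67* by RT-qPCR and more goblet cells by staining in *Bmal1* cKO mice. Here *Lgr5* was higher, *Mki67* was not, and the goblet list was lower. Reads of marker genes are not a count of cells. *Olfm4* had 11.8 and 42.4 normalized counts in the control mice and 2 and 1 reads in the libraries labelled *Bmal1* cKO. From the control mean it was at least 7.59-fold lower. Its fall passed in 9 of 12 alternatives, and not with quantile normalization (adjusted p = 0.209) or the replicate block (0.0502).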
